# Molecular adaptations to phosphorus deprivation and comparison with nitrogen deprivation responses in the diatom *Phaeodactylum tricornutum*

**DOI:** 10.1371/journal.pone.0193335

**Published:** 2018-02-23

**Authors:** Leila Alipanah, Per Winge, Jens Rohloff, Javad Najafi, Tore Brembu, Atle M. Bones

## Abstract

Phosphorus, an essential element for all living organisms, is a limiting nutrient in many regions of the ocean due to its fast recycling. Changes in phosphate (P_i_) availability in aquatic systems affect diatom growth and productivity. We investigated the early adaptive mechanisms in the marine diatom *Phaeodactylum tricornutum* to P deprivation using a combination of transcriptomics, metabolomics, physiological and biochemical experiments. Our analysis revealed strong induction of gene expression for proteins involved in phosphate acquisition and scavenging, and down-regulation of processes such as photosynthesis, nitrogen assimilation and nucleic acid and ribosome biosynthesis. P deprivation resulted in alterations of carbon allocation through the induction of the pentose phosphate pathway and cytosolic gluconeogenesis, along with repression of the Calvin cycle. Reorganization of cellular lipids was indicated by coordinated induced expression of phospholipases, sulfolipid biosynthesis enzymes and a putative betaine lipid biosynthesis enzyme. A comparative analysis of nitrogen- and phosphorus-deprived *P*. *tricornutum* revealed both common and distinct regulation patterns in response to phosphate and nitrate stress. Regulation of central carbon metabolism and amino acid metabolism was similar, whereas unique responses were found in nitrogen assimilation and phosphorus scavenging in nitrogen-deprived and phosphorus-deprived cells, respectively.

## Introduction

Diatoms are unicellular photosynthetic microalgae responsible for approximately 40% of marine primary productivity in the ocean [1]. Diatoms are major contributors to the “biological carbon pump” via the sedimentation of dead cells to the sea floor resulting in the sequestration of CO_2_ from the atmosphere to the deep oceans, thereby playing a crucial role in the global carbon cycle [2]. Diatom genomes contain genes and pathways acquired from different sources through secondary endosymbiosis and horizontal gene transfer from bacteria [2]. This provides diatoms with metabolic properties that help them survive adverse conditions such as nutrient deprivation.

Diatom growth can be limited by nutrients such as nitrogen (N), silicon (Si), phosphorus (P) and iron (Fe) [3]. Phosphorus is an essential component of nucleic acids, phospholipids and intermediate metabolites, and its availability can affect primary production and the carbon cycle in aquatic environments [4]. P recycling is very fast in the ocean, and P limitation has been observed in many regions of the open ocean [5]. The most common soluble inorganic form of P taken up by phytoplankton is orthophosphate anions (P_i_). Diatoms are able to increase their P uptake in response to P deficiency [6]. Induction of phosphate transporters and alkaline phosphatases, which are associated with an increase in the capacity of P uptake in diatoms, have been reported in P limitation studies [7, 8]. Diatoms are also able to use dissolved organic P (DOP) under P-limited conditions. Unlike P_i_, DOP cannot be assimilated directly by diatoms; instead, they possess several scavenging enzymes besides alkaline phosphatase for the utilization of DOP, such as phosphodiesterases and nucleotidases [9, 10]. Changes in the function of the photosynthetic apparatus is another effect of P deprivation observed in diatoms and other phytoplankton [11, 12].

To cope with P limitation, diatoms modulate several metabolic pathways. Dyhrman et al. [7] reported modifications in the expression of enzymes related to the glycolytic pathway and translation in *Thalassiosira pseudonana*. Similar responses have been observed in the brown tide alga *Aureococcus anophagefferens* under P stress [13]. Phosphorus limitation in *Phaeodactylum tricornutum* resulted in a higher level of lipids, primarily triacylglycerols (TAG) [14]. As a function of P limitation, phytoplankton replace phospholipids with non-phosphorus membrane lipids to reduce their P demand [15]. *T*. *pseudonana* grown under P-limited conditions was reported to substitute phospholipids with sulfolipids [16].

*P*. *tricornutum* is a model diatom for large-scale molecular analyses due to its published genome sequence and a well-developed molecular toolkit [17–20]. *P*. *tricornutum* was used to elucidate physiological and biochemical adaptations to P deficiency in diatoms. Transcriptional profiles of P-deprived and P replete cultures at 48 h and 72 h were combined with metabolite profiling and physiological measurements. We identified essential metabolic pathway remodelling under P deficiency. A combination of metabolite and gene expression data provided details explaining the observed changes in the lipid composition of P deprived cultures. In addition, a comparative analysis of nitrogen- and phosphorus-deprived *P*. *tricornutum* showed similar, opposite and unique regulation patterns in response to phosphate and nitrate stress.

## Materials and methods

### Growth conditions

Axenic cultures of *P*. *tricornutum* clone Pt1 8.6 (CCMP632) were incubated in f/2 medium containing 0.2 μm filtered autoclaved seawater enriched with filter-sterilized macro and micronutrients according to Guillard [21]. The cultures were kept in exponential growth at 15°C with stirring at 120 rpm for mixing and oxygenation under continuous white fluorescent light of approximately 60 μmol photons m^-2^ s^-1^ in an incubator shaker (Innova 4340, New Brunswick Scientific, Enfield, CT, USA) for three weeks to be acclimated. The cultivation temperature was chosen to avoid control cultures entering stationary growth phase within the experimental time frame. A sterility check was performed regularly by inoculation in peptone-enriched f/2 medium [22]. Four replicates of each treatment were grown in media supplemented with complete f/2 nutrients (control, +P) or phosphate-free f/2 nutrients (-P) in batch cultures with an initial cell density of 5×10^4^ ml^-1^ in 250 ml sterile culture flasks. Cell counting was performed daily using a Bürker-Türk counting chamber. The maximum photosystem II (PSII) quantum yield (F_V_/F_m_) was also measured daily using pulse amplitude modulated (PAM) fluorometry (AquaPen-C AP-C 100, Photon Systems Instruments, Drasov, Czech Republic). Samples were briefly dark-treated (1 min) before measurement of F_m_ (maximum chlorophyll fluorescence) and F_t_ (instantaneous chlorophyll fluorescence, which in dark adapted cells is equivalent to F_o_, emission by excited Chl *a* in PSII antennae). F_v_, the maximum capacity for photosynthetic quenching, was calculated as the difference between F_m_ and F_o_ (F_v_ = F_m_ − F_o_). For the remaining experiments, harvesting was performed 48 h and 72 h after the start of the treatment. Samples for RNA and metabolite analyses were stored at -80°C, whereas samples for element and pigment analyses were kept at -23°C until analysis.

### Nutrient analysis

Samples for particulate nitrogen, carbon and phosphorus analysis were collected on pre-combusted GF/F filters (particulate C and N analysis) or 0.2 μm GF/F filters (particulate phosphorus). Filtrates were used for the analysis of inorganic phosphate and nitrate concentration in the medium. Samples for particulate nitrogen and carbon analysis, along with blank filters, were treated with fuming HCl (37%), packed in tin capsules, dried for two days at 60°C and analyzed by an ECS 4010 CHNSO element analyzer (Costech Instruments, Milan, Italy). NO_3_^-^ + NO_2_^-^ and PO_4_^3-^ were analysed in parallel according to the I.O. Analytical cartridge Parts A002603 and A002604, respectively, as described by Hansen and Koroleff [23]. Particulate phosphate was first oxidized to inorganic PO_4_^3-^ by adding 0.2 g potassium persulphate to 20 ml of culture and boiling at 200 kPa for 30 min according to Norwegian standard NS 4725.

### Pigment analysis

Pigments were analysed following the protocol of Rodriguez et al. [24] on a Hewlett-Packard HPLC 1100 Series system (Hewlett-Packard, Wilmington, IL, USA). Pigments were calculated as femtogram (fg) pigment per cell.

### Neutral lipid measurement

Analysis of neutral lipid content was performed as described in Alipanah et al. [25]. In short, 1 ml of *P*. *tricornutum* cultures were stained with 1 μl of 0.1 μg ml^-1^ BODIPY 505/515 (4,4-Difluoro-1,3,5,7-Tetramethyl-4-Bora-3a-4a-Diaza-s-Indancene, Life Technologies, Carlsbad, CA, USA) and 2% (w/v) dimethyl sulfoxide for 5 min, transferred to a microscope slide, and sealed under a coverslip using dental wax. At least 20 cells for each treatment were analysed for BODIPY 505/515 fluorescence on a TCS SP5 confocal laser-scanning microscope using a 63× water objective (Leica Microsystems, Wetzlar, Germany). Z-sectional images were acquired using an argon laser excitation at 488 nm, and emission was detected with a spectral detector set between 495 nm and 550 nm. A z-stack consisting of ten scans was made for each cell, encompassing the complete fluorescent part of the cell. The length of the z-stack varied between 4.00 μm and 5.78 μm; consequently, the z-slice step size varied between 0.44 μm and 0.64 μm. Image stacks containing the fluorescence channel were imported into ImageJ [26]. The corrected total cell fluorescence for each cell was calculated using the following formula [27, 28]:

Whole-cell signal corrected = whole-cell signal − (number of pixels for the selected cell = surface selected × background).

### Metabolite analysis

Extraction, separation and analysis of metabolites were done as described in Alipanah et al. [25]. Briefly, 60–100 ml of cultures (four replicates) were collected by filtration onto 0.65-μm Durapore membrane filters (Millipore, Billerica, MA, USA), washed off, and finally centrifuged at 16,000 g for 1 min at 4°C. The supernatant was removed and pellets were flash frozen in liquid nitrogen and stored at -80°C. Metabolites were extracted by adding 1 ml of a pre-cooled water:methanol:chloroform (1:2.5:1) mixture containing ribitol (100 μg ml^-1^) as the internal standard. Samples were treated for 60 min at 60μC in an ultrasonic bath, centrifuged for 10 min at 16,000 g, and 600 μl aliquots of supernatants were transferred to 2 ml Eppendorf tubes. Subsequent sample derivatization and GC–MS analysis generally followed the procedures as described in Sissener et al. [29]. Chromatogram visualization and peak identification was performed using Agilent ChemStation software (Agilent Technologies, Waldbronn, Germany), AMDIS software (version 2.71; National Institute of Standards and Technology, Boulder, CO, USA) and OpenChrom Community Edition Synge (version 0.6.0) (Peter Wenig; http://www.openchrom.net). GC–MS data integration, normalization (total signal) and alignment were performed using the MetAlign software (PRI-Rikilt, Wageningen, The Netherlands). Statistical analysis was performed using a one-way ANOVA across all time points and P conditions. Metabolite differences were finally calculated as log2(n) ratios of -P to +P at sampling timepoints 48 h and 72 h (S1 Table).

Hierarchical cluster analysis (HCA) using Pearson correlation (average linkage clustering) was based on mean ratio values (-P vs. +P at 48 and 72 h; n = 4) of 98 metabolites identified both in the N and P experiment. Calculations and heat map visualisation were carried out using the MultiExperiment Viewer software v.4.9.0 [30].

### RNA isolation

Depending on the cell density, 60–100 ml of cultures (four replicates) were collected by filtration onto 0.65 μm Durapore membrane filters, washed off using 1 ml of f/2 medium (-P cells were washed with f/2 without phosphate supplement) and centrifuged at 16,000 g for 1 min at 4°C. The supernatant was removed and pellets were flash frozen in liquid nitrogen and stored at -80°C. RNA extraction, quality and quantification were performed as described in [31]. RNA integrity was checked on a 2100 Bioanalyzer (Agilent Technologies, Waldbronn, Germany). All samples had RNA integrity numbers (RIN) above 7.

### DNA microarray experiments

200 ng of total RNA from three replicates randomly chosen from each treatment was reverse transcribed, amplified and labelled according to the One-Color Low Input Quick Amp Labeling Kit (Agilent; 5190–2305), using Cy3 as labelling dye. A total of 1,650 ng of cRNA from each sample was fragmented and hybridized with Gene Expression Hybridization Kit (Agilent; 5188–5242) on 4×44K *P*. *tricornutum* whole-genome 60-mer oligonucleotide microarrays (Agilent Technologies, Waldbronn, Germany) in an Agilent G2545A Hybridization Rotary Oven at 10 rpm, 65°C for 17.5 hours. Slides were washed with washing buffer 1 and 2 using Gene Expression Wash Buffer Kit (Agilent; 5188–5327) and directly scanned using a laser scanner (G2505 B; Agilent Technologies, Waldbronn, Germany) based on the “dynamic range expander” option in the scanner software. Images were processed by Agilent Feature Extraction software version 9.5.

### Statistical analysis

The Limma (Linear Models for Microarray Data) package (version 3.20.1) [32] and R version 3.0.3 were used for statistical analysis and the identification of significant differentially expressed genes. Single colour feature expression files from the Agilent microarray scans were imported, and spots identified as feature outliers were excluded from the analysis. Weak or non-detected spots were given a reduced weight, using the limma weight function. The data were normalized using the quantile method. Since the background signal was negligible (0.5% of mean spot signal intensity), no background subtraction was performed. A design matrix was created and pair-wise comparisons between the samples (-P 48 h vs +P 48 h, and–P 72 h vs +P 72 h) were performed. The method of Benjamini and Hochberg [33] was used to estimate the false discovery rate. Genes with an adjusted P-value < 0.01 were considered to be significantly differentially expressed and were included in the analysis if all probes for each gene had a mean adjusted P-value < 0.01. The study is Minimum Information About a Microarray Experiment (MIAME) compliant. Raw data have been deposited in GEO (accession GSE66063).

The GO annotation (biological process) was downloaded from the *P*. *tricornutum* database at JGI (http://genome.jgi-psf.org/Phatr2/Phatr2.home.html) and further refined by manual GO curation. Significantly regulated genes (adj. P-value < 0.01) were assigned to the GO terms and listed separately for up- and down-regulated genes at the various time points using a custom made Perl script.

GO terms assigned to significantly regulated genes (adj. P-value < 0.01) from the P deprivation experiment and a previously published N deprivation experiment [25] were listed separately for up- and down-regulated genes as well as for similar, opposite or unique regulation. In total 12 different comparisons were analysed: genes similarly up-regulated in both treatments at 48 and 72 hours, genes similarly down-regulated in both treatments at 48 and 72 hours, genes oppositely regulated at 48 and 72 hours, and unique genes at 48 and 72 hours that were only affected in one of the treatments. The GO analysis was performed using a custom made Perl script.

The DNA microarrays data set was compared with the RNAseq results reported by Yang et al. [34], where a related genome-wide transcriptome analysis related to phosphate stress was reported. Significantly regulated genes (adj. P-value < 0.01) identified in this study, which were found in the RNAseq data set, were grouped into similar or opposite regulated genes using a custom made Perl script. Venn diagrams were created using R and the vennDiagram function included in the Limma Package (version 3.20.1) [32].

### Quantitative real-time PCR

Reverse transcription of 1 μg total RNA from four biological replicates from all treatments was performed with QuantiTect Reverse Transcription kit (Qiagen, Hilden, Germany) following the recommended protocol. Reactions where the reverse transcriptase had been omitted were included for all samples to be used as genomic DNA controls during the quantitative real-time PCR (qRT-PCR) analyses. qRT-PCR reactions were performed on a LightCycler 96 using the LightCycler 480 SYBR Green I Master kit (Roche Applied Science, Mannheim, Germany), with a program including pre-incubation for 10 min at 95°C, followed by 50 cycles of amplification consisting of 10 s at 95°C, 10 s at 55°C and 10 s at 72°C. Primer sequences are provided in S2 Table. The microarray dataset was screened for genes that were non-responsive to P deprivation at both time points. Based on this screen, Phatr2_24186 and Phatr2_28684 were chosen as reference genes for the qRT-PCR analysis. 

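On the arrays, the reverse qRT-PCR primer of each reference gene lies within a 60-nt probe, and no other probe could be tied to them. The probe of Phatr2_24186 had a quantile-normalized log2 intensity of 13.67 ± 0.08 (SD, n = 3 arrays) in +P cultures and 13.46 ± 0.04 (SD, n = 3) in -P cultures at 48 h, a log2 ratio of -0.21 with a standard error of 0.05. Its adjusted p of 0.0221 from limma lay above the threshold of 0.01, although no -P array overlapped a +P array (exact permutation test, two-sided, p = 0.1, the smallest that 3 arrays against 3 allow). At 72 h its log2 ratio was 0.08 (limma, adjusted p = 0.304). The probe of Phatr2_28684 had log2 ratios of 0.11 (limma, adjusted p = 0.255) at 48 h and -0.07 (limma, adjusted p = 0.453) at 72 h; scaling the arrays on their spike-in RNA in place of quantile normalization turned the 72 h ratio to 0.29 and gave 0.33 for Phatr2_24186.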

PCR efficiencies and C_t_ values were calculated by linear regression using the LinRegPCR software [35, 36], and the mean PCR efficiency was calculated for each pair of primers. PCR efficiencies and C_t_ values were used in qBASEPlus (Biogazelle, Zwijnaarde, Belgium) software to calculate the statistical significance of the difference in expression levels in various treatments. The target genes were normalized to the reference genes in qBASEPlus.

### Protein sequence analyses

Protein sequences of 6-phosphofructo-2-kinase/fructose-2,6-bisphosphatases (human PFKFB2, Acc. no. O60825; *P*. *tricornutum* PF2K/F2BP1, Acc. no. EEC51177; *P*. *tricornutum* PF2K/F2BP2; Acc. no. EEC51418) were obtained from NCBI. Protein alignment was generated using GeneDoc 2.7.000 [37] and refined using Affinity Designer. The presence of putative signal peptide sequences was investigated using SignalP 4.1 (http://www.cbs.dtu.dk/services/SignalP) [38] and HECTAR (http://webtools.sb-roscoff.fr) [39] prediction servers. Subcellular protein location was predicted using the TargetP (http://www.cbs.dtu.dk/services/TargetP) [38] prediction server.

## Results and discussion

### Physiological and biochemical responses to P limitation

*P*. *tricornutum* was cultured in phosphate-replete (+P) and phosphate-free (-P) medium for 72 h. Both -P and +P cultures grew exponentially until 48 h (Fig 1A). Cell growth subsequently decreased in -P cultures and cells entered the stationary growth phase, whereas +P cultures continued their exponential growth. At 72 h, the cell density of +P cultures was more than twice as high as -P cultures. Chlorophyll *a* variable fluorescence (F_v_/F_m_), a proxy for the maximum quantum yield of photosystem II (PSII), was constant (0.68) during the entire experiment in +P cultures (Fig 1B). In -P cultures, F_v_/F_m_ values decreased throughout the experiment, indicating a drop in the photosynthetic capacity. A similar decrease in response to phosphorus deficiency was recently observed in studies on *Thalassiosira weissflogii* and *P*. *tricornutum* [8, 40]. To compare early responses to phosphorus deprivation before and after the limitation was manifested in reduced cell growth, 48 h and 72 h time points were selected for further molecular and biochemical characterization.

**Fig 1:**
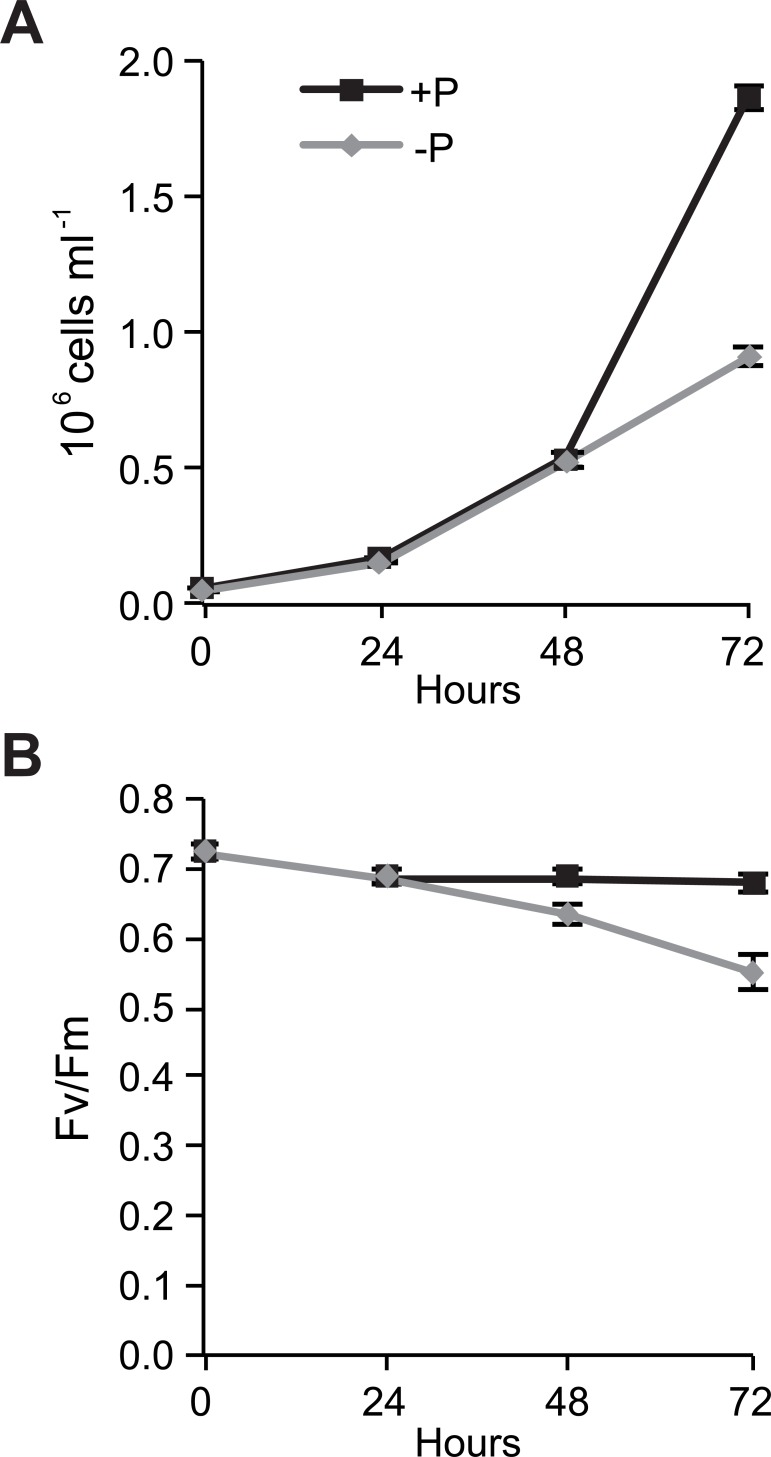
Growth curve and efficiency of PSII in +P and -P cells. (A) Growth of *P*. *tricornutum* in +P (36 μM phosphate) and -P (phosphate-free) cultures. (B) Efficiency of PSII (F_V_/F_m_) in +P and -P cultures from day zero (start of the experiment) to day 3. Values are mean ± 1 SD of four replicates.

We measured the levels of the light-harvesting pigments chlorophyll *a* (Chl *a*) and fucoxanthin and the photoprotective pigments diadinoxanthin and diatoxanthin. -P cultures contained significantly reduced levels of both Chl *a* and fucoxanthin at both time points compared with +P cultures (Table 1). However, the ratio of fucoxanthin to chl *a* was basically unchanged in both treatments. Although chlorophyll molecules do not contain any phosphorus, reduction in photosynthesis levels as a result of reduced P_i_ availability, a prerequisite for the biosynthesis of ATP by ATP synthase, may lead to a lower demand of photon absorption by chlorophylls and ultimately to the suppression of chlorophyll synthesis. A stable fucoxanthin/Chl *a* ratio during nutrient starvation has previously been reported in *P*. *tricornutum* [25, 41], indicating coordinated biosynthesis of these two pigments. However, in P-limited cultures of *T*. *weissflogii* this ratio rapidly declined [40], suggesting that the regulation of light-harvesting pigments in response to nutrients shows substantial interspecies variability, a notion also made by Geider et al. [41]. Diadinoxanthin levels were moderately reduced at both time points in -P cultures. De-epoxidation of diadinoxanthin to diatoxanthin was not detected after 48 h, and found only at low levels in both +P and -P cultures after 72 h, indicating that non-photochemical quenching (NPQ) plays a minor role in the observed reduction of photosynthetic energy conversion efficiency. In contrast, Geider et al. [41] reported a strong conversion of diadinoxanthin to diatoxanthin during P starvation in *P*. *tricornutum*. The observed differences may at least partly be explained by differences in the light conditions, as the experiments by Geider et al. [41] were performed at considerably higher light intensities (250 μmol photons m^-2^ s^-1^) compared to our experiments (60 μmol photons m^-2^ s^-1^).

**Table 1:** Changes in pigment content and chemical composition of phosphorus-replete (+P) and phosphorus-depleted (-P) cultures after 48 h and 72 h. Data are mean ± 1 SD (n = 4). ND, not detected.

	+P 48 h	-P 48 h	+P 72 h	-P 72 h
**Pigment concentration**				
Chl *a*, fg/cell	327.13 ± 13.31	260.10 ± 11.70	344.98 ± 27.38	226.94 ± 12.34
Fucoxanthin, fg/cell	125.91 ± 6.79	96.17 ± 2.27	136.93 ± 9.82	76.08 ± 3.73
Fucoxanthin/Chl *a*	0.38	0.37	0.40	0.34
Diadinoxanthin, fg/cell	208.46 ± 7.38	183.98 ± 16.14	225.03 ± 5.46	189.65 ± 13.20
Diatoxanthin, fg/cell	ND	ND	36.82 ± 11.37	17.65 ± 2.56
**Cellular nutrient content**				
C, pg/cell	11.55 ± 0.63	13.03 ± 0.76	11.55 ± 0.74	14.21 ± 0.81
N, pg/cell	1.92 ± 0.08	1.77 ± 0.11	2.12 ± 0.08	1.48 ± 0.11
P, pg/cell	0.45 ± 0.02	0.13 ± 0.01	0.43 ± 0.03	0.08 ± 0.00

The particulate carbon content increased in -P cells, reaching a level 23% higher than in the +P cells after 72 h (Table 1). In contrast, cellular nitrogen and phosphorus decreased at both time points following P deprivation, and was 70% and 19% of +P levels after 72 h, respectively. Furthermore, metabolite data indicated that intracellular inorganic phosphate was reduced under P deprivation (S1 Table). Phosphate and nitrate concentrations of the medium confirmed that only -P cultures were phosphate deprived (S3 Table).

Cellular neutral lipid accumulation was analysed using the fluorescent dye BODIPY 505/515.

A small but significant increase in neutral lipid content was observed at 48 h in -P cells. After 72 h, the neutral lipid levels were two times higher in -P cells than in control cells (Fig 2A). Representative confocal images from the analysis showed the presence of larger and more abundant lipid droplets in -P cells compared with +P cells at both time points (Fig 2B). These results are in line with previous studies on P deprivation in diatoms [14, 34, 42–45]. Accumulation of neutral lipids is part of a general nutrient stress response, in which the metabolism is switched from biomass production to energy storage [46]. In summary, P deprivation leads to inhibition of cell growth, reduction in photosynthetic efficiency and photosynthetic pigments, and increased production of storage lipids.

**Fig 2:**
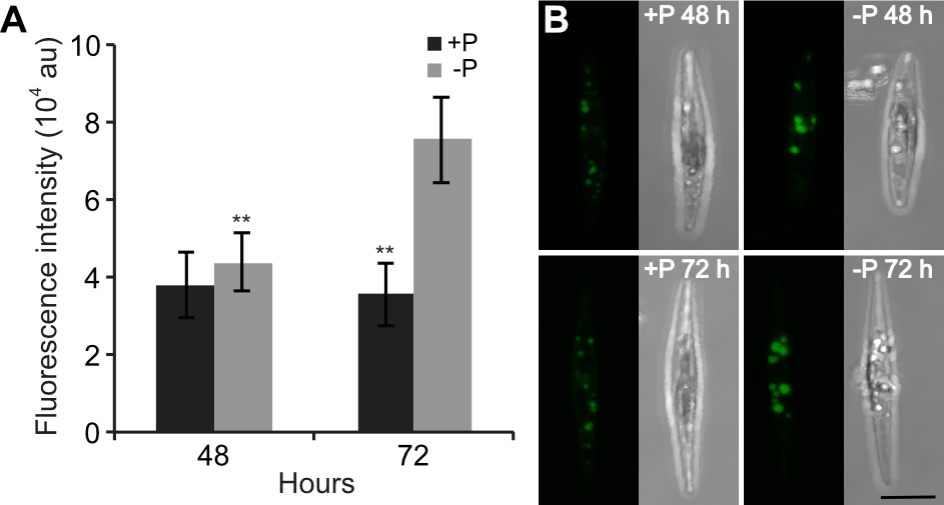
Accumulation of neutral lipids during P deprivation. (A) Fluorescence intensity in *P*. *tricornutum* cells from +P and -P cultures stained with BODIPY 505/515 at 48 h and 72 h. Fluorescence was measured in 20–30 randomly selected cells using confocal microscopy. Significant differences (**, P < 0.01) between +P and -P cultures are indicated. au, arbitrary units. (B) Z-stack projections of *P*. *tricornutum* in +P and -P cultures at 48 h and 72 h. Bar, 5 μm.

### Extensive reprogramming of the *P*. *tricornutum* transcriptome in response to P deprivation

A transcriptome analysis was performed on -P and +P samples harvested at 48 h and 72 h using full-genome oligonucleotide microarrays. 

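RNA from 3 of the 4 cultures grown per treatment was hybridized at each time point, which gave 12 one-colour Agilent arrays in 4 groups of 3 (+P and -P, 48 h and 72 h). The arrays sit on 3 slides, with 1 array of each group on every slide, and the slide follows the replicate number throughout. An array holds 45220 spots, of which 1417 are controls and 43803 are 60-nt probes. The authors deposited the scanner's reading of each array, with the mean and median pixel intensity of every spot before any normalization, and a table of whole-number intensities. All 525636 values of that table equal the median spot intensity after quantile normalization over the 12 arrays and rounding. The methods state that the authors subtracted no background, removed outlier spots, lowered the weight of weak spots, normalized by quantiles and fitted linear models with limma. They do not name the intensity that was read. The same steps were applied here to the mean spot intensities. The median probe intensity ranged from 2258 to 3316 (median 3140) on the 3 +P arrays at 48 h, from 2461 to 3404 (2872) on the -P arrays at 48 h, from 2406 to 2600 (2544) on the +P arrays at 72 h and from 2505 to 3635 (3562) on the -P arrays at 72 h. It stood between 43 and 68.6 times above the local background, and between 96.7% and 98.4% of the probes were well above background on each array. On an array, 3 to 20 probes were saturated and 0 to 13 were outliers. With 3 arrays per group, the number of arrays limits the precision of every value. The scanner files name no gene. A gene was therefore tied to its probes through the ratios printed in S1 Dataset and S2 Dataset, which were matched to the mean ratios of 1 to 5 probes with consecutive design numbers. In this way 2570 genes were located by both of their ratios and 258 by a single one. All 1997 genes that S1 Dataset lists with mean signals, as far as it was held here, had all 4 mean signals within 1 unit of those of the matched probes. S1 Dataset was held only down to a 72 h ratio of 0.64 (1997 of 6013 genes), so the located members of a gene family lean toward up-regulated and strongly regulated genes. A gene that fell at 72 h could be located only where S2 Dataset lists it, and that list holds genes the study called from these arrays. Counts of rising or falling genes in a family therefore describe the located genes and do not test the family. A further 4913 groups of neighbouring probes without a gene name bring the number of genes to 7741, with a median of 5 probes per located gene. The log2 ratio of a gene is the mean over its probes of the log2 intensity in -P minus that in +P cultures. Its standard error comes from the 3 arrays of each group, and its adjusted p is the mean over its probes of limma's p-values with Benjamini-Hochberg adjustment over all probes. A gene was called up- or down-regulated when that mean was under 0.01. A gene whose probes were below background or saturated on all arrays of a group is given with a lower bound of its fold change, which allows for the limits of the scan and not for the spread between arrays or for another scaling.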

The treatment led to large transcriptome changes at both time points; with strict statistical filtering (P < 0.01; ≥1.0 ratio filtering), 1,340 and 2,568 transcripts were found to be differentially expressed in -P cultures compared with +P cultures at 48 and 72 h, respectively (S1 Dataset). 

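In the arrays, 1304 of the 7741 genes met both criteria (limma, mean adjusted p under 0.01, and a log2 ratio of 1 or more either way) at 48 h and 2337 did at 72 h. Of these, 561 were up-regulated and 743 down-regulated at 48 h, against 1172 and 1165 at 72 h, and 1225 genes met the criteria at both time points. A gene name could be given to 1251 of the genes at 48 h and to 1966 at 72 h. With each of the 12 arrays left out in turn there were 1271 to 1339 genes at 48 h and 2319 to 2375 at 72 h. Among the alternatives that kept the size filter, scaling on the spike-in RNA moved the count at 72 h most, to 2742 genes. Without the size filter, 3328 genes (43.0%) were called at 48 h and 4595 (59.4%) at 72 h. Of the single probes, 2639 rose and 3353 fell by a log2 ratio of at least 1 at 48 h, and 5482 rose and 5889 fell at 72 h. Probes outside the 7741 genes passed less often, with 2.3% of 10797 at 48 h and 9.6% at 72 h, against 17.4% and 31.3% of the probes inside. The 5 largest rises at 72 h belonged to phosphatase genes, among them the PhoD-like phosphatase Phatr2_39432 and Phatr2_33251, described as a phosphatase-related protein, with log2 ratios of 9.34 ± 0.15 (SE, n = 3) at 48 h and 10.43 ± 0.31 at 72 h. The largest falls were those of the non-ribosomal peptide synthase Phatr2_47104 at 48 h, with a log2 ratio of -4.72 ± 0.07 (SE, n = 3), and of the putative fatty acid desaturase Phatr2_46275 at 72 h, with -6.33 ± 0.09. For 19 of the 3328 genes called at 48 h and 45 of the 4595 called at 72 h, the probes of the gene did not all change in the same direction.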

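The PhoD-like phosphatase Phatr2_39432 had log2 ratios on the arrays of 9.30 ± 0.20 (SE, n = 3 arrays per group) at 48 h and 10.50 ± 0.31 at 72 h. In +P cultures at 48 h, 2 of its 5 probes were below background on all 3 arrays, so that its rise is given as an estimate of at least 617-fold; spike-in scaling lowered the log2 ratio to 9.09. The phosphate transporter Phatr2_23830 rose by 4.36 ± 0.10 and 4.76 ± 0.38 on the same scale. The 5′-nucleotidase Phatr2_43694 rose by 7.90 ± 0.05 at 48 h and 8.12 ± 0.13 at 72 h, and the glycerophosphoryldiester phosphodiesterase (GDPE) Phatr2_32057 by 7.36 ± 0.11 and 6.81 ± 0.08. A pair of genes fell. The pyruvate carboxylase PYC2 (Phatr2_49339), located by a single ratio and by its primer, had log2 ratios of -2.49 ± 0.11 and -4.52 ± 0.08. The glutamine synthetase GSII (Phatr2_51092) had log2 ratios of -2.95 ± 0.25 and -4.77 ± 0.18. The largest adjusted p among these 12 values was that of GSII at 48 h (limma, adjusted p = 1.48e-07). In each of the 12 comparisons all 3 -P arrays lay on one side of the 3 +P arrays (exact permutation test, two-sided, p = 0.1, the smallest possible). Scaling on the spike-in RNA moved the 72 h ratio of GSII to -4.51, and background subtraction with scaling on the 75th percentile moved the 48 h ratio of Phatr2_39432 to 10.62. The 56 located genes that the paper names in the text, S2 Table, Fig 5 or Fig 6 have 247 probes. Adjusted over the list alone, 41 were called at 48 h and 56 at 72 h, the same counts as over all probes. The study chose most of these genes from the same arrays, so the first count is not independent evidence.

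**Figure D1:**
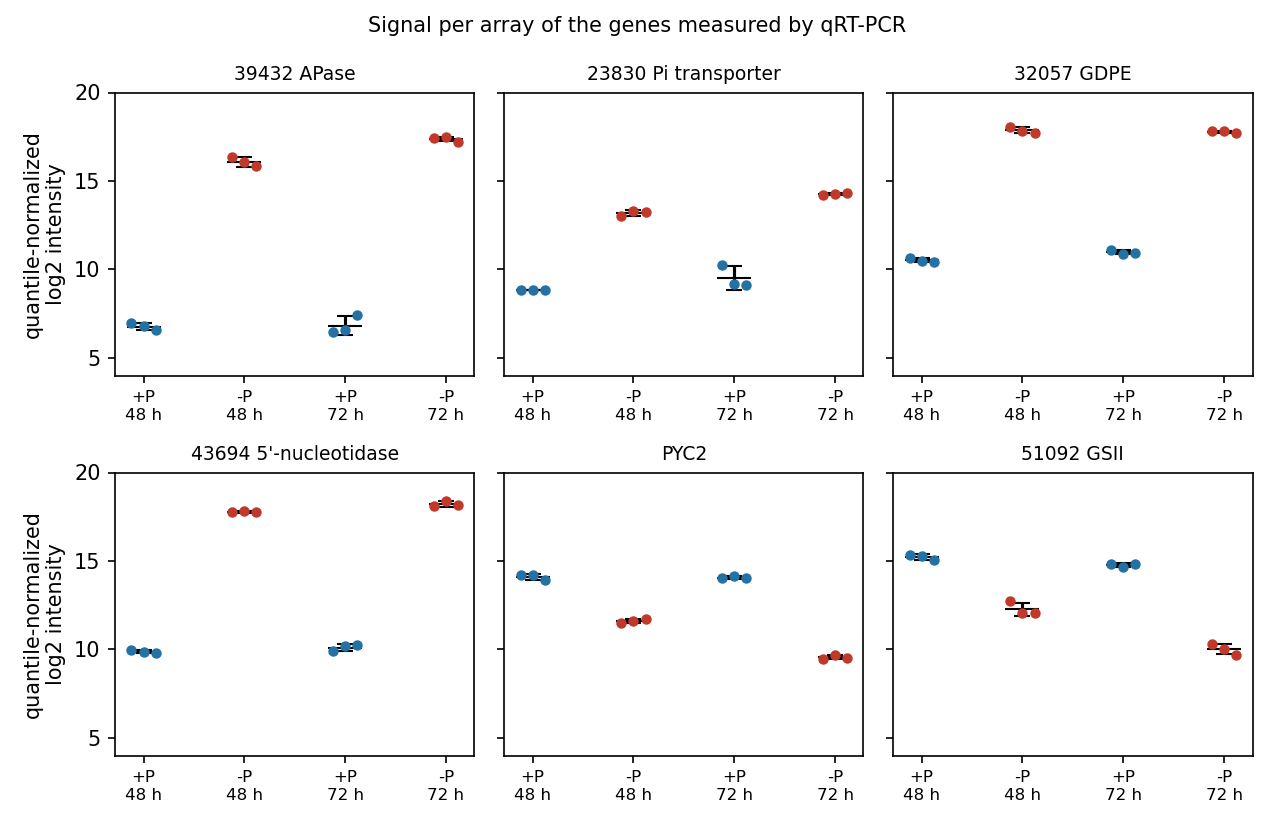
Quantile-normalized log2 intensity (vertical axis) of the genes measured by qRT-PCR in +P and -P cultures at 48 h and 72 h, as the mean over the probes of a gene. Points are single arrays and bars show the mean ± SD of 3 arrays; in every panel the -P arrays lie apart from the +P arrays of the same time point.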

Six genes displaying strong transcript level responses to P deprivation and encoding proteins involved in different cellular processes were further verified using qRT-PCR, of which the result was consistent with microarray for all six examined genes (S1 Fig). This indicated the differential regulated gene profiles acquired in microarray were credible for the following analysis.

The transcriptome dataset was subjected to a gene ontology (GO) analysis. 

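Across the 7741 genes, the log2 ratios at 48 h and 72 h had a correlation of 0.90 (Pearson's r across genes, which are not independent replicates). Of the 3328 genes called at 48 h, 2976 (89.4%) were called in the same direction at 72 h, and 9 were called in opposite directions. Among the 2976 genes, the log2 ratio was larger in size at 72 h in 2496. Its median size was 0.89 at 48 h and 1.30 at 72 h. Whether the response of a gene differed between the time points was tested in limma as the 72 h log2 ratio minus the 48 h log2 ratio. At an adjusted p under 0.01, 1206 genes differed, 661 with a more positive and 545 with a more negative log2 ratio at 72 h. Of the 2976 genes, 800 were among them, and the response was larger at 72 h in 783 and smaller in 17. Averaging the probes of a gene before the fit gave the largest number, 2105 genes. The Kelch-repeat and malectin-domain protein Phatr2_48253 had the largest positive difference, from 1.88 at 48 h to 7.25 at 72 h (limma, adjusted p of the difference = 3.75e-07), and some of its probes were below background in a group. The Low-CO2 inducible protein homologue Phatr2_32401 had the largest negative one, from -0.63 to -4.61 (limma, adjusted p of the difference = 5.53e-04).

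**Figure D2:**
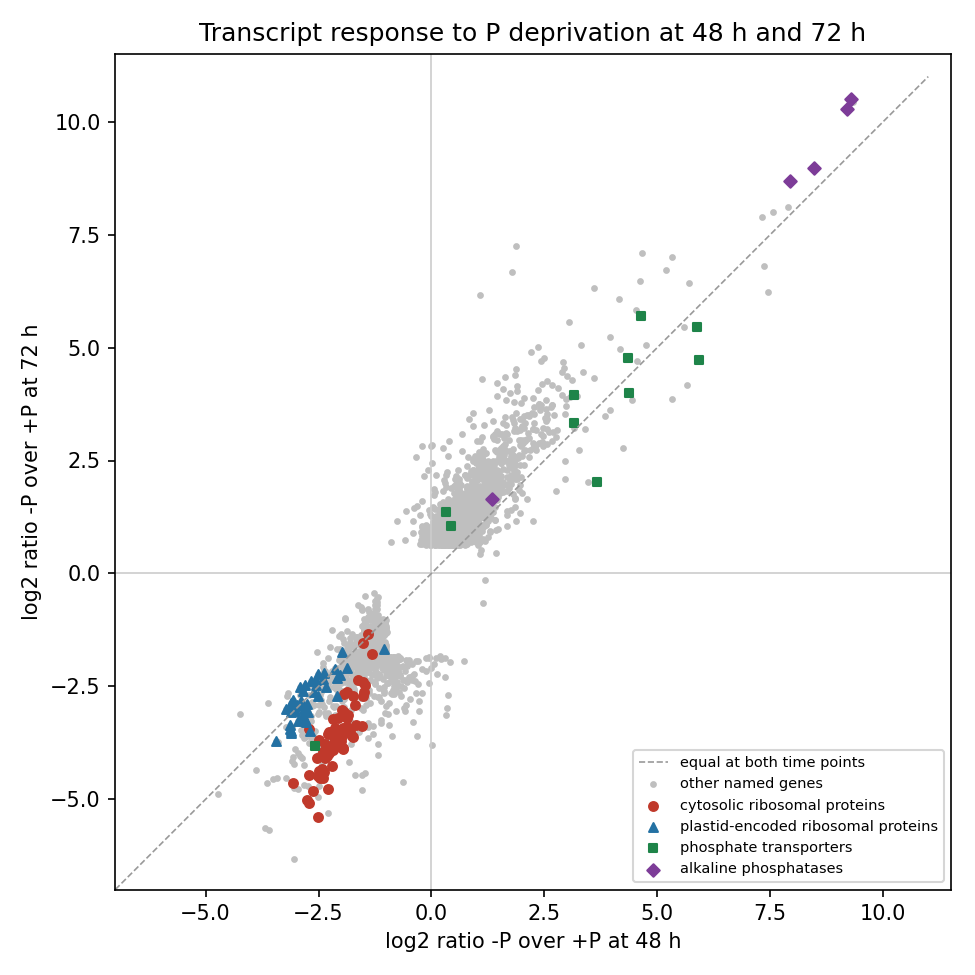
Log2 ratio of -P over +P cultures at 48 h (horizontal axis) against 72 h (vertical axis), where each point is 1 of 2828 located genes. Coloured points are cytosolic and plastid-encoded ribosomal proteins, phosphate transporters and alkaline phosphatases, and the dashed line marks equal ratios at both time points.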

The most common GO process terms at 48 h (S2 Fig) and 72 h (Fig 3) were similar, suggesting that the P deprivation response did not change fundamentally from 48 h to 72 h, but rather was enhanced as the deprivation progresses, as indicated by the increased number of regulated transcripts. However, a GO term comparison between up- and down-regulated genes in -P cultures at each time point exhibited large differences. The GO term most frequently assigned to up-regulated genes at 72 h was protein amino acid phosphorylation, which includes both enzymes with phosphorylation and dephosphorylation activities (Fig 3). Signal transduction and ubiquitin-related processes were also up-regulated. 

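Among the located genes, 74 encode cytosolic ribosomal proteins. They were located from S2 Dataset, which lists genes that the study called from these arrays. Unchanged members are thus left out, and the counts are not a test of the family. All 74 were down-regulated at 48 h, with a median log2 ratio of -2.14, and 73 at 72 h, with a median of -3.63; no scaling alternative turned any called member. The lowest log2 ratio at 48 h was -3.07, for Phatr2_13682, and at 72 h -5.39 ± 0.06 (SE, n = 3), for the 60S ribosomal protein L22 gene Phatr2_39687 (limma, adjusted p = 6.64e-12), measured by 2 probes. The difference between the time points was called in 67 of the 74 genes, all lower at 72 h, with a median of -1.57. Scaling on the spike-in RNA moved this most, to 47 genes and a median of -1.12. The rank of GO terms was not analysed here, because the array files carry no annotation of all genes.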

The GO term most frequently assigned to down-regulated genes was protein biosynthesis. Genes related to transcription and translation were down-regulated, in support of reduced protein synthesis as a result of reduced cell growth. 

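The 43 located ribosomal protein genes of the chloroplast genome were all down-regulated at both time points. These genes, and the nuclear ones below, could be located only from S2 Dataset, so members that did not fall are left out. Their log2 ratios lay between -3.44 and -1.04 at 48 h (median -2.81) and between -3.71 and -1.68 at 72 h (median -2.86). Unlike the cytosolic ribosomal proteins, only 1 of the 43 had a called difference between the time points. The median of that difference was -0.04 and changed sign under spike-in scaling (0.41), cyclic loess (0.10) and scaling on the 75th percentile (0.02). Spike-in scaling shifts the median log2 ratio of all probes at 72 h to 0.34. The 6 located nuclear genes for 30S and 50S ribosomal proteins were also down-regulated at both times, from -2.92 to -1.03 at 48 h and from -3.32 to -1.27 at 72 h, and the lowest was the 30S ribosomal protein S15 gene Phatr2_7893. No called member of either group changed sign under the scaling alternatives.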

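Of the located light-harvesting complex genes, LHCF16 (Phatr2_34536) had log2 ratios of -1.05 at 48 h and -2.52 at 72 h (limma, adjusted p = 1.48e-09 at 72 h), and LHCF17 (Phatr2_16322) -0.85 and -2.58 (limma, adjusted p = 2.37e-08 at 72 h). The other 5 located genes rose. LHCR10 (Phatr2_16481) had log2 ratios of 1.13 and 2.52, LHCR7 (Phatr2_18180) of 0.33 and 1.92, LHCF15 (Phatr2_48882) of 0.39 and 1.57, LHCX4 (Phatr2_38720) of 0.73 and 1.16, and LHCF10 (Phatr2_22006) of 0.67 and 0.78. All 7 were called at 72 h, with a difference between the time points called in 5, whereas LHCR7, LHCF15 and LHCF10 were not called at 48 h. No called gene of the family changed sign under the scaling alternatives. The remaining light-harvesting genes could not be located, and those that could lean toward the up-regulated ones, since S1 Dataset was held from its largest 72 h ratios downward.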

Genes involved in photosynthesis light harvesting were also down-regulated, in line with the declining photosynthetic capacity of -P cells (Fig 1B).

**Fig 3:**
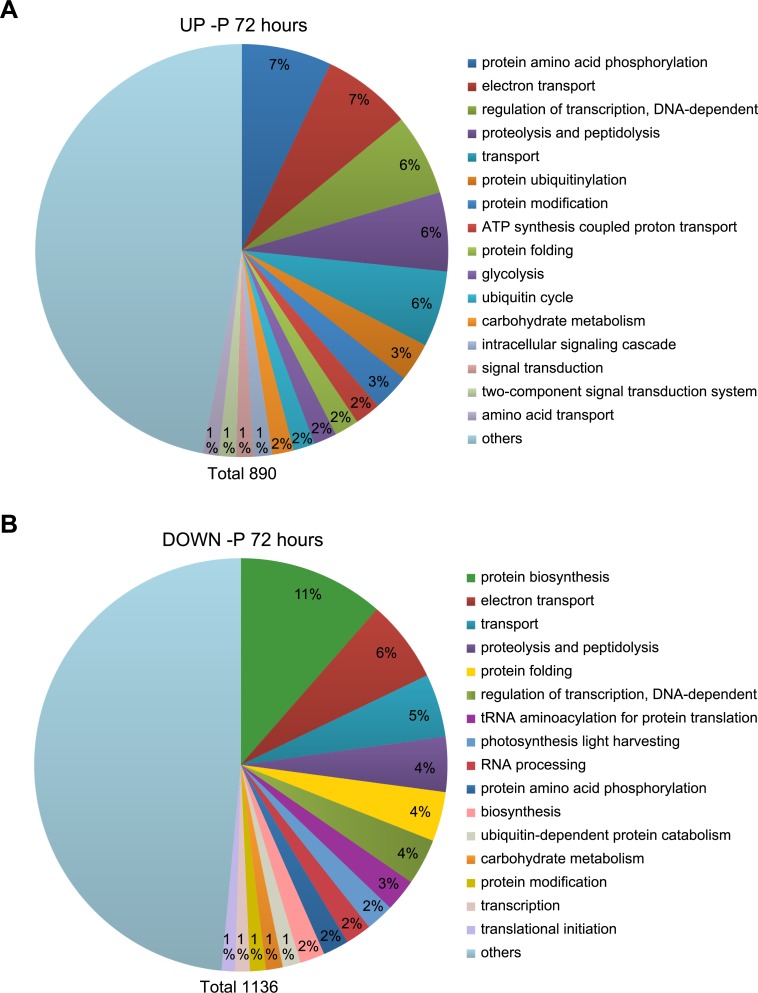
GO analysis of significantly regulated genes after 72 h of P deprivation. The dataset was divided into (A) up- and (B) down-regulated genes and analysed for process GO terms. The 16 most frequent GO terms were listed, and the rest were combined into “others”. The number in the “others” section indicates the percentage of hits within this category. The total number of GO term hits is listed below the diagram.

### Variation of gene regulation between two P deprivation experiments in *P*. *tricornutum*

An RNA-Seq study of P deprivation in *P*. *tricornutum* was recently published [34]. In this study, P deprivation for 48 h was found to lead to the up-regulation of 2,491 and down-regulation of 405 transcripts, with an FDR ≤ 0.001 and log2-fold change ≥1.

We compared the significantly regulated genes at 48 h and 72 h with the filtered dataset [34]. A majority of the genes were similarly regulated at both time points in our experiment (1,674 up-regulated, Fig 4A; 1,720 down-regulated, Fig 4B). 

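Of the 7741 genes, 1607 were up-regulated and 1369 down-regulated at both time points (limma, mean adjusted p under 0.01, no size filter). At 48 h, 1780 genes were up-regulated and 1548 down-regulated, and at 72 h 2530 and 2065. Another 343 genes were called at 48 h alone and 1610 at 72 h alone. Among the alternatives, scaling on the spike-in RNA moved the shared up-regulated genes most in the downward direction, to 977, and averaging the probes of a gene before the fit moved them most upward, to 2227. With each array left out in turn, between 1366 and 1597 genes were up-regulated and between 1234 and 1348 down-regulated at both time points. From the similarity of the GO terms at 48 h and 72 h and from the increased number of regulated transcripts, the paper proposes that the response was enhanced rather than fundamentally changed as the deprivation progressed.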

Surprisingly, only 842 of the up-regulated (Fig 4A) and 139 of the down-regulated genes (Fig 4B) in our experiment showed a similar regulation in the Yang et al. [34] dataset. In comparison, 1,241 of the genes that were down-regulated in one or both of the time points in our experiment were up-regulated in the Yang et al. [34] dataset (S3 Fig). A GO analysis of these genes showed an enrichment of terms related to protein synthesis and photosynthesis (S4 Fig).

**Fig 4:**
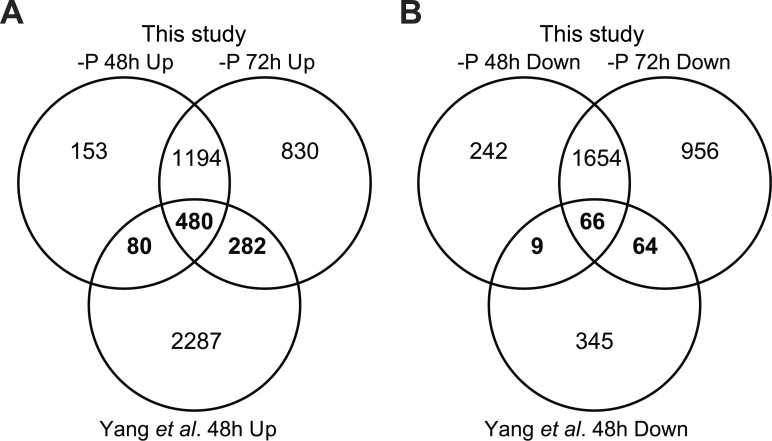
Venn diagram of up- and down-regulated genes from Yang et al. [34] and two microarray datasets (48 h and 72 h) in P-deprived *P*. *tricornutum*. (A) Up-regulated genes. (B) Down-regulated genes. Numbers indicate genes that have shared or unique regulation among the three datasets. Genes similarly regulated in this study and Yang et al. [34] are indicated in bold.

The large differences between the two datasets are likely caused by the control samples used in Yang et al. [34], which was collected at stationary phase. The cells in the control samples might therefore undergo other stress and induce corresponding regulation of cellular process as response, as supported by the photosynthetic efficiency observed in control group slightly lower that of–P treatment. Thus, the effect of phosphorus deprivation in the -P culture may be difficult to separate from secondary effects of the control culture entering the stationary growth phase in the dataset of Yang et al. [34]. Moreover, the differences between the two datasets could be attributed to strain differences or differences in experimental setups such as cell densities.

### P_i_ acquisition and recycling mechanisms

Up-regulation of P_i_ transporters in response to phosphorus starvation has been observed in microalgae [7, 47]. 

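Of the located genes, 11 are described as phosphate transporters, cotransporters or symporters or as SPX domain proteins. At 48 h, 8 of these 11 were up-regulated, 1 was down-regulated and 2 were not called, with a median log2 ratio of 3.67. At 72 h, 10 were up-regulated and 1 down-regulated, with a median of 3.95. The median moved to 3.39 at 48 h and 4.04 at 72 h under spike-in scaling, and no called gene changed sign. The SPX domain protein Phatr2_54257 was the one that fell, with log2 ratios of -2.58 ± 0.30 (SE, n = 3) at 48 h and -3.82 ± 0.14 at 72 h. The SPX-domain protein Phatr2_47434 rose by 3.15 and 3.95 and the phosphate:H+ symporter Phatr2_39515 by 3.16 and 3.32. The proton/phosphate symporter Phatr2_17265 was not called at 48 h and had a log2 ratio of 1.06 at 72 h (limma, adjusted p = 2.35e-05). For 2 of the 11 genes the response differed between the time points.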

Our microarray data confirmed that several P_i_ transporters were differentially expressed at 48 h and 72 h, respectively (S1 Dataset). Of the transcripts regulated at 72 h, the mRNA levels of 13 P_i_ transporter-encoding transcripts were up-regulated in -P cells; the transcript level increase of the putative high affinity Pi transporter Phatr2_23830 was also confirmed by qRT-PCR analysis (S1 Fig). 

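Together with 3 mitochondrial phosphate carriers, a group formed after the values were seen, the 10 up-regulated transporters make 13 located genes with raised transcript levels at 72 h. The carriers had log2 ratios at 72 h of 3.47 (Phatr2_22279), 2.06 (Phatr2_22315) and 0.73 (Phatr2_19030), with adjusted p-values from limma of 2.60e-10, 0.00112 and 5.16e-04. At 48 h, Phatr2_22279 and Phatr2_19030 were called and Phatr2_22315 was not (limma, adjusted p = 0.0364). The +P arrays of Phatr2_23830 had a log2 intensity of 9.51 ± 0.66 (SD, n = 3) at 72 h against 14.26 ± 0.05 (SD, n = 3) in -P cultures, and its single probes rose by 4.18 to 5.04.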

P_i_ transporters might be associated with P_i_ acquisition from the intra- or extracellular P_i_ pool. 

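The gene Phatr2_19586, an SPX domain-containing membrane protein in S1 Dataset, had log2 ratios of 4.38 ± 0.19 (SE, n = 3) at 48 h and 3.99 ± 0.16 at 72 h (limma, adjusted p = 1.14e-09 and 7.44e-10). These correspond to rises of 20.9-fold and 15.9-fold, and its 5 probes differed by little, from 4.37 to 4.43 at 48 h and from 3.93 to 4.08 at 72 h. The log2 intensity was 10.06 ± 0.31 (SD, n = 3) in +P and 14.44 ± 0.12 in -P cultures at 48 h, and 11.16 ± 0.27 and 15.15 ± 0.06 at 72 h. The difference between the time points was not called (limma, adjusted p = 0.216).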

Phatr2_19586, which encodes a protein with similarity (33% identical and 52% similar amino acid residues) to the *Arabidopsis thaliana* VACUOLAR PHOSPHATE TRANSPORTER 1 (VPT1), was highly up-regulated in P-deprived cells. VPT1 functions in vacuolar P_i_ sequestration in *A*. *thaliana* [48]. Therefore, Phatr2_19586 might be responsible for P_i_ transport into the vacuole under phosphorus stress in *P*. *tricornutum*.

The concentration of DOP can exceed that of DIP in coastal and open ocean surface waters, and DOP can be used as an alternative P source [49]. Alkaline phosphatase (APase) is able to break down phosphate from a wide range of intra- and extracellular phosphor-ester compounds, and its activity is induced in *P*. *tricornutum* by P deficiency [9]. 

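Ranked by log2 ratio among the 2828 located genes, the alkaline phosphatase-related genes Phatr2_39432, Phatr2_47869, Phatr2_49678 and Phatr2_45757 and the phosphatase-related protein Phatr2_33251 were the 5 highest at both time points with the settings used here. Their order is not given, since some of their probes were below background or saturated and the alternatives change it. The log2 ratios of Phatr2_47869 were 9.19 ± 0.21 (SE, n = 3) at 48 h and 10.28 ± 0.26 at 72 h. Phatr2_49678 rose by 8.46 ± 0.17 and 8.97 ± 0.19, and since 1 of its 4 probes was saturated, its estimated rise is given as at least 351-fold and 501-fold; spike-in scaling lowered the 48 h log2 ratio to 8.26. Phatr2_45757 rose by 7.93 ± 0.16 and 8.69 ± 0.16, and since some of its 5 probes were below background in +P cultures, its rise is given as an estimate of at least 224-fold and 403-fold, with 7.77 at 48 h under spike-in scaling. A further gene described as a phosphodiesterase/alkaline phosphatase, Phatr2_45959, rose by 1.35 and 1.64 and stood far lower. In all 5 alkaline phosphatase-related genes the adjusted p from limma was at most 2.88e-05, and no gene had a called difference between the time points, although that of Phatr2_39432 was called without +P replicate 3 of 72 h, at 1.53 (limma, adjusted p = 0.0013). Background subtraction with scaling on the 75th percentile moved Phatr2_45757 most, to 9.39 at 48 h.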

Three of four transcripts encoding putative APases or APase-related proteins were among the five most up-regulated genes in our microarray dataset (Phatr2_39432, Phatr2_49678 and Phatr2_45757; S1 Dataset). The induction of three of these transcripts was also observed by Yang [34]. The enhanced expression level of one of the APases (Phatr2_39432) was confirmed through qRT-PCR (S1 Fig). Two of these APases (Phatr2_39432 and Phatr2_45757) belong to the PhoD family, whereas one (Phatr2_49678) contains a PhoA domain. 

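The sodium phosphate cotransporters among the located genes rose. Phatr2_47666 had log2 ratios of 4.65 at 48 h and 5.71 at 72 h, where a probe was below background in +P cultures, so that its rise is given as an estimate of at least 51.6-fold. Phatr2_40433 had log2 ratios of 5.89 and 5.46 with an estimate of at least 58.4-fold at 48 h. Phatr2_47239 rose by 5.93 and 4.72. Phatr2_47667 rose by 3.67 and 2.03, an estimate of at least 4.08-fold at 72 h, where a probe was saturated, and had 1.94 under spike-in scaling. The sodium-dependent phosphate transporter Phatr2_49842 was called at 72 h only, with a log2 ratio of 1.36 (limma, adjusted p = 6.48e-04) after 0.32 at 48 h (limma, adjusted p = 0.347).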

The induction of APase genes is consistent with the up-regulation of several Na^+^/P_i_ transporters, suggesting that *P*. *tricornutum*, like many microalgae, can scavenge P_i_ from DOP when cells become P-limited.

Another interesting feature of *P*. *tricornutum* in response to P deprivation is the up-regulation of 5^′^-nucleotidase enzymes. 

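All 6 located genes for 5′-nucleotidases were up-regulated at both time points, with log2 ratios from 0.58 upward at 48 h and from 0.87 upward at 72 h, and no scaling alternative changed a sign. Next to the highest, Phatr2_43694, the highest was Phatr2_44174, with 1.38 at 48 h and 2.98 at 72 h (limma, adjusted p = 5.65e-11 at 72 h). Phatr2_44177 rose by 1.21 and 2.27, Phatr2_1784 by 1.08 and 1.42, Phatr2_1358 by 0.58 and 0.96, and Phatr2_47436 by 0.59 and 0.87. A difference between the time points was called in 2 of the 6 genes. Members with a 72 h ratio under 0.64 could be located only where S2 Dataset lists them as regulated, so unchanged members are left out.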

RNA and DNA are rich sources of P inside the cell, and previous studies have shown that diatoms are able to scavenge P from the nucleotides of degraded RNA or DNA [9]. 

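As a fold change, Phatr2_43694 rose 239-fold at 48 h and 279-fold at 72 h. Its 5 probes rose by log2 ratios of 7.78 to 8.01 at 48 h and 7.89 to 8.20 at 72 h. The log2 intensity was 10.10 ± 0.18 (SD, n = 3) in +P and 18.22 ± 0.14 (SD, n = 3) in -P cultures at 72 h, with no probe below background or saturated in a group (limma, adjusted p = 5.05e-13). With each array left out in turn, the 72 h ratio stayed between 7.99 and 8.21.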

In our experiment, several 5^′^-nucleotidase transcripts were induced at 72 h (S1 Dataset); the strongest induction was observed for Phatr2_43694 (281 times up-regulated). qRT-PCR analysis confirmed this up-regulation (S1 Fig) Interestingly, Phatr2_43694 carries a putative signal peptide (SignalP [38] score: 0.747; HECTAR [39] signal peptide score: 0.804), indicative of an extracellular localisation. TargetP [38] also predicted Phatr2_43694 to be secreted (TargetP score: 0.968). To our knowledge, no extracellular or cell surface-related 5^′^-nucleotidase has been reported in diatoms. However, marine and freshwater bacteria have a cell surface 5^′^-nucleotidase [50]. In summary, *P*. *tricornutum* employs a variety of P scavenging mechanisms during P deprivation.

### Photosynthesis and nitrogen metabolism

Following P deprivation, the transcript levels of a majority of the genes involved in photosynthetic electron transport and photophosphorylation decreased in *P*. *tricornutum* (S1 Dataset). This was supported by the reduction in F_v_/F_m_ (Fig 1B). Furthermore, transcript level reduction was observed for most of the genes encoding enzymes in the biosynthetic pathways for Chl *a* and accessory pigments (e.g., fucoxanthin), as well as light-harvesting complex (LHC) proteins, implying decreased light energy transport to the photosynthetic apparatus. This is consistent with the reduced Chl *a* and fucoxanthin concentrations (Table 1), and in agreement with previous observations that ratios of light-harvesting pigments are independent of nutrient starvation [41].

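All 7 located photosystem genes were down-regulated at both time points, with log2 ratios between -2.72 and -0.69 at 48 h (median -1.04) and between -2.69 and -1.32 at 72 h (median -2.01), and no scaling alternative turned one. Their names come from S2 Dataset, which lists genes the study called, so photosystem genes that did not fall are left out. The lowest at 72 h was the plastid gene of photosystem II protein W (limma, adjusted p = 8.61e-06). The nuclear gene of the photosystem II stability/assembly factor HCF136 (Phatr2_13895) fell by 0.69 at 48 h and by 1.87 at 72 h on the log2 scale. A pair of cytochrome b6-f genes, picked after their values were seen, went different ways. The plastid gene of subunit V had log2 ratios of -1.17 and -2.23 (limma, adjusted p = 1.21e-07 at 72 h). The gene of the iron-sulfur subunit petC (Phatr2_46657) had log2 ratios of 0.09 and 0.88 and was called at 72 h only (limma, adjusted p = 0.00507). This call was lost when every probe had to pass the threshold, when only the 6 arrays of 72 h were fitted, or without +P replicate 2, +P replicate 3, -P replicate 1 or -P replicate 3 of 72 h, and the log2 ratio with an array left out lay between 0.73 and 1.14.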

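Of 10 located genes for porphyrin, chlorophyll and carotenoid biosynthesis, 8 were down-regulated, 1 was up-regulated and 1 was not called at 48 h, with a median log2 ratio of -0.88. At 72 h, 9 were down-regulated and 1 up-regulated, with a median of -2.02, and no scaling alternative turned a called gene. The lowest was the coproporphyrinogen III oxidase Phatr2_10640, with log2 ratios of -2.52 and -4.01, an estimate of at least 16.1-fold at 72 h, and -3.69 at 72 h under spike-in scaling. The putative NADPH-protochlorophyllide oxidoreductase Phatr2_34307 had -0.33 at 48 h (limma, adjusted p = 0.578) and -3.61 at 72 h (limma, adjusted p = 3.24e-05). The uroporphyrinogen decarboxylase Phatr2_16140 fell by 1.47 and 3.37 and the violaxanthin de-epoxidase Phatr2_51703 by 0.49 and 1.91. The carotenoid isomerase-like protein Phatr2_54800 rose by 0.93 and 1.57. Of 7 light-harvesting complex genes that could be located, 2 were down-regulated and 5 up-regulated at 72 h. Genes of these families that changed little could hardly be located, so the counts do not test the families.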

Genes associated with nitrate and ammonium assimilation, such as nitrate and ammonium transporters, nitrate reductase (NR), Fd- and NADP nitrite reductases, glutamine synthetase (GSII, Phatr2_51092) and Fd-dependent glutamate synthase (Phatr2_24739) were among the most down-regulated transcripts (S1 Dataset). 

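All 8 located genes for nitrate, nitrite and ammonium transport and assimilation were down-regulated at both time points, with no change of sign under the scaling alternatives and with a median log2 ratio of -2.18 at 48 h and -3.42 at 72 h. After GSII, the lowest at 72 h was the nitrate reductase Phatr2_54983, with -4.24 (limma, adjusted p = 1.26e-08) after -2.43 at 48 h. The nitrate transporters Phatr2_26029 and Phatr2_54101 had -3.04 and -2.04 at 48 h and -4.21 and -3.68 at 72 h. The ferredoxin nitrite reductase Phatr2_12902 fell by 2.33 and 3.16, the formate-nitrite transporter family protein Phatr2_13076 by 1.55 and 2.75, and the ammonium transporter Phatr2_54981 by 1.89 and 1.99. The ferredoxin-dependent glutamate synthase Phatr2_24739 had the smallest change, -1.09 ± 0.08 (SE, n = 3) and -1.56 ± 0.10 (limma, adjusted p = 9.73e-06 and 2.46e-07). GSII fell 7.75-fold at 48 h and 27.3-fold at 72 h. Its difference between the time points was -1.82 ± 0.31 (limma, adjusted p = 0.00199), and -1.33 under spike-in scaling, where it was not called (limma, adjusted p = 0.0101). The NADP nitrite reductase gene could not be located. All 8 genes were located from S2 Dataset, which lists genes that the study called from these arrays, so members that did not fall are left out.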

The down-regulation of GSII was confirmed by qRT-PCR (S1 Fig). 

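In a group formed after the values were seen, 14 located genes described as ribosome biogenesis, ribosome production or ribosomal RNA processing factors were all down-regulated at both time points, and none changed sign under the scaling alternatives. The median log2 ratio was -2.04 at 48 h and -2.38 at 72 h. The lowest were the putative ribosome biogenesis protein Phatr2_6258 at 48 h, with -3.40 (limma, adjusted p = 1.45e-09), and the Nip7 homolog Phatr2_13281 at 72 h, with -3.88 (limma, adjusted p = 2.96e-11). The smallest fall at 72 h was -1.14, for the ribosome biogenesis protein NEP1 (Phatr2_11653). Only 2 of the 14 genes had a called difference between the time points. S2 Dataset, which lists genes the study called, was the only source of their names, so members that did not fall are left out.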

The suppression of N uptake might be related to a reduced requirement for protein biosynthesis in -P cells, which was also manifested by strong and concerted downregulation of genes coupled to ribosome biogenesis. Wurch et al. [47] reported that N metabolism was repressed under P deficiency in *A*. *anophagefferens*. P deprivation also affected amino acid metabolism. Several transcripts related to amino acid biosynthesis were repressed, whereas a majority of the genes encoding enzymes involved in the catabolism of amino acids (e.g., branched chain amino acids) were induced. 

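The genes below were grouped by their descriptions after the values had been seen. Members that changed little at 72 h could hardly be located, so the counts do not test the pathways. Of 12 located genes for amino acid biosynthesis, 10 were down-regulated and 2 up-regulated at 48 h, and 11 were down-regulated and 1 up-regulated at 72 h. The lowest was the aspartate kinase Phatr2_52316, with log2 ratios of -3.23 and -4.52 (limma, adjusted p = 2.36e-11 at 72 h). The LL-diaminopimelate aminotransferase Phatr2_22909 fell by 1.83 and 4.18 and the homoserine dehydrogenase Phatr2_26813 by 1.18 and 4.02. The threonine synthase Phatr2_35594 rose by 0.52 and 1.68, and the methionine synthase Phatr2_23399 changed direction, from 1.15 to -0.65 (limma, adjusted p = 1.21e-06 and 1.15e-04). All 7 located genes for the catabolism of branched chain amino acids were up-regulated at 72 h, with log2 ratios from 0.90 to 2.81, and 3 of them at 48 h. The highest at 72 h was the 3-methyl-2-oxobutanoate dehydrogenase Phatr2_9476, which had -0.20 at 48 h (limma, adjusted p = 0.217). The dihydrolipoamide branched chain transacylase Phatr2_54219 had 0.10, not called, and 2.19, and the methylcrotonoyl-CoA carboxylase subunit Phatr2_843 had 1.13 and 2.08. No called gene of either group changed sign under the scaling alternatives.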

A similar trend was observed in the metabolite data, with reduced levels of amino acids in -P cells (S1 Table). In summary, transcript and metabolite data suggest that both photosynthesis and nitrogen metabolism is repressed during P deprivation.

### Carbon metabolism

The down-regulation in transcript levels of several Calvin cycle enzymes at 72 h could be related to a decrease in the photophosphorylation rate and a subsequent drop in the chloroplast ATP and NADPH pool (Fig 5, S1 Dataset). 

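A pair of located genes belongs to the Calvin cycle by description, both located by a single ratio and grouped after their values were seen. The phosphoribulokinase-related protein Phatr2_43766 had a log2 ratio of -2.13 at 72 h (limma, adjusted p = 5.20e-04) and of -0.96 at 48 h, where it was not called (limma, adjusted p = 0.0576). The plastidic ribulose-phosphate 3-epimerase Phatr2_53935 had log2 ratios of -0.56 at 48 h and -1.91 at 72 h (limma, adjusted p = 8.30e-04 and 1.97e-09). Neither changed sign under the scaling alternatives.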

Phosphate deficiency also led to a decline in the protein abundance of both RUBISCO subunits in *A*. *anophagefferens* [13]. Reduced mRNA levels were also observed for a *CA-III* and a plastid beta-carbonic anhydrase (*PtCa1*), which concentrate CO_2_ at the vicinity of RUBISCO.

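The CA-III gene (Phatr2_55029), located by a single ratio, had log2 ratios of -0.94 ± 0.07 (SE, n = 3) at 48 h and -2.27 ± 0.12 at 72 h (limma, adjusted p = 7.63e-05 and 6.67e-09). Its response differed between the time points by -1.32 ± 0.14 (limma, adjusted p = 2.09e-04) and was not called under spike-in scaling, at -0.90 (limma, adjusted p = 0.0328). The log2 intensity at 72 h was 11.94 ± 0.09 (SD, n = 3) in +P and 9.67 ± 0.19 in -P cultures. The located carbonic anhydrase-like protein Phatr2_54251 rose by 1.86 at 48 h and 1.47 at 72 h (limma, adjusted p = 4.91e-06 and 1.78e-05). PtCa1 (Phatr2_51305) could not be located on the arrays.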

**Fig 5:**
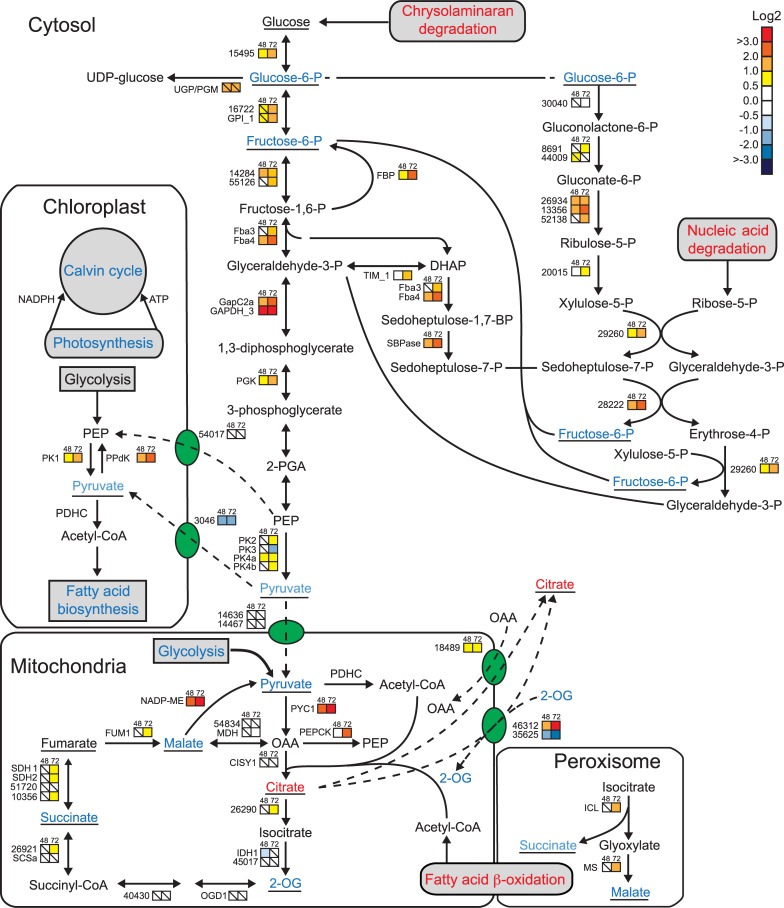
Changes in carbon metabolism in -P cells. Coloured squares indicate the regulation pattern of genes encoding putative enzymes involved in central carbon metabolism after 48 h (left square) and 72 h (right square) of P deprivation, compared with P-replete cultures. Squares with a diagonal line inside indicate no significant difference in expression (P > 0.01). The scale on the right represents gene expression ratio values, log2 transformed. Numbers indicate Phatr2 gene IDs. Metabolites detected are underlined. Red, blue and black text indicates up-, down-, and no regulation of pathways or metabolites, respectively. Red arrow indicates allosteric activation. 2-OG, 2-oxoglutarate; 2-PGA, 2-phosphoglycerate; CISY, citrate synthase; DHAP, dihydroxyacetone phosphate; FBA, fructose-1,6-bisphosphate aldolase; FBP, fructose-1,5-bisphosphatase; FUM, fumarate hydratase; GAPDH, glyceraldehyde-3-phosphate dehydrogenase; GLK, glukokinase; GPI, glucose phosphate isomerase; ICL, isocitrate lyase; IDH, isocitrate dehydrogenase; MDH, malate dehydrogenase; ME, malic enzyme; MS, malate synthase; OAA, oxaloacetic acid; OGD, 2-oxoglutarate dehydrogenase; P2FK/F2BP, 6-phosphofructo-2-kinase/fructose-2,6-bisphosphatase; PDHC, pyruvate dehydrogenase complex; PEP, phosphoenolpyruvate; PEPCK, PEP carboxykinase; PGK, phosphoglycerate kinase; PK, pyruvate kinase; PPDK, pyruvate orthophosphate dikinase; PYC, pyruvate carboxylase; SBP, sedoheptulose bisphosphatase; SCS, succinyl-CoA synthase; SDH, succinate dehydrogenase; TPI, triosephosphate isomerase; UGP/PGM, UDP-glucose pyrophosphorylase/phosphoglucomutase. Annotation for glycolysis/gluconeogenesis enzymes is taken from [52], other annotation is taken from [51].

Despite the decrease in the P_i_ pool and ATP levels, -P cells must generate carbon skeletons and energy for key anabolic processes. Our results indicate that this requirement was at least partly provided through the degradation of chrysolaminarin. 

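The beta-glucosidase Phatr2_545 had log2 ratios of 1.27 at 48 h and 2.36 at 72 h (limma, adjusted p = 1.97e-04 and 6.80e-07). The beta-glucosidase Phatr2_26742 had 0.39 at 48 h (limma, adjusted p = 0.261) and 0.90 at 72 h (limma, adjusted p = 0.00256), and the endo-1,3-beta-glucanase Phatr2_42567 had -0.08 at 48 h (limma, adjusted p = 0.463) and 0.71 at 72 h (limma, adjusted p = 3.02e-05). At 72 h none of the 3 changed sign under the scaling alternatives. Glucokinase (Phatr2_15495) rose by 0.85 ± 0.17 (SE, n = 3) at 48 h and 1.22 ± 0.07 at 72 h (limma, adjusted p = 3.85e-04 and 6.36e-06), which is 1.8-fold and 2.33-fold. Spike-in scaling moved its 72 h ratio most, to 1.52.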

The induction of several genes encoding beta-glucosidases and glucanases, as well as glucokinase (GLK, Phatr2_15495), which leads to the conversion to glucose-6-phosphate, was observed (Fig 5). Glucose-6-P synthesized from the chrysolaminarin degradation can be utilized as a precursor by the oxidative pentose phosphate pathway (OPPP) [51]. The mRNA levels of most of the genes related to the OPPP were upregulated (Fig 5). This pathway constitutes an important source of reducing agents in the form of NADPH for biosynthetic processes as well as the production of ribulose-5-phosphate. Thus, the OPPP may be induced during P limitation to compensate for reduced NADPH production through photosynthesis. 

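Of 8 located genes of the OPPP, 3 were up-regulated, 2 down-regulated and 3 not called at 48 h, and 6 were up-regulated and 2 down-regulated at 72 h. The 8 include transaldolase and transketolase, which the paper places in the reductive part of the pathway. The plastidic epimerase Phatr2_53935, 1 of the 2 that fell, is counted with the Calvin cycle above as well. The G6PDH/6PGDH fusion protein Phatr2_13356 had log2 ratios of 1.25 ± 0.04 (SE, n = 3) and 2.01 ± 0.19 (limma, adjusted p = 7.94e-08 at 72 h), and the fusion protein Phatr2_52138 had 0.41 ± 0.15 and 1.35 ± 0.35, called at 72 h only. The 6-phosphogluconate dehydrogenase Phatr2_26934 rose by 1.06 ± 0.02 and 1.78 ± 0.08. The putative 6-phosphogluconolactonase Phatr2_8691 had 0.07 ± 0.05 at 48 h and 0.80 ± 0.14 at 72 h (limma, adjusted p = 0.626 and 4.42e-05). The difference between the time points was called for Phatr2_26934, at 0.73 ± 0.08 (limma, adjusted p = 0.00246), and for Phatr2_8691 (limma, adjusted p = 0.00419). For the fusion proteins Phatr2_13356 and Phatr2_52138 it was called under spike-in scaling (limma, adjusted p = 0.00498 and 0.00851), and for Phatr2_13356 also with averaged probes and without +P replicate 1 of 72 h (limma, adjusted p = 0.00536 and 0.00113). No called gene of the family changed sign under the scaling alternatives, and spike-in scaling moved the median at 72 h from 1.40 to 1.58. Leaving out a 48 h array other than -P replicate 1 or +P replicate 3, or +P replicate 2 of 72 h, lost the call of the difference for Phatr2_8691, with 0.70 and an adjusted p of 0.0129 from limma without -P replicate 3 of 48 h.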

We also observed an induction in the transcript levels of the putatively cytosolic enzymes required for the reductive part of the pathway. 

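Transaldolase (Phatr2_28222) had log2 ratios of 1.59 ± 0.09 (SE, n = 3) at 48 h and 2.81 ± 0.17 at 72 h (limma, adjusted p = 1.49e-06 and 3.89e-09), with a called difference of 1.22 ± 0.19 between the time points (limma, adjusted p = 6.64e-04). Transketolase (Phatr2_29260) had 0.66 ± 0.05 at 48 h, where its 3 probes ranged from 0.29 to 0.92 and it was not called (limma, adjusted p = 0.0405) unless they were averaged before the fit (limma, adjusted p = 9.60e-06), and 1.45 ± 0.09 at 72 h (limma, adjusted p = 6.28e-07). The ribose-5-phosphate isomerase Phatr2_13382 fell by 1.09 and 1.75 (limma, adjusted p = 3.56e-04 and 6.51e-06).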

Ribose-5-P, one of the intermediates of this pathway, can be obtained from nucleic acid degradation, which was up-regulated in our experiment (S1 Dataset). Sedoheptulose-7-P was also fed to the pathway via glycolysis/gluconeogenesis (Fig 5).

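Of 26 located genes for glycolysis or gluconeogenesis, 13 were up-regulated, 3 down-regulated and 10 not called at 48 h, and 21 were up-regulated and 5 down-regulated at 72 h; the called triosephosphate isomerase TPI1 (Phatr2_54738) alone changed sign, at 48 h, from 0.07 to -0.08 under spike-in scaling and to just under 0 under cyclic loess, and its 2 probes disagreed (-0.37 and 0.52). The glyceraldehyde-3-phosphate dehydrogenase GAPDH_3 (Phatr2_23598) had log2 ratios of 5.65 ± 0.05 (SE, n = 3) at 48 h and 4.18 ± 0.19 at 72 h and was the one located gene of the pathway whose rise was smaller at 72 h by a called difference, -1.48 ± 0.20 (limma, adjusted p = 1.96e-04). The cytosolic GapC2a genes Phatr2_29456 and Phatr2_51128, whose values were nearly equal, rose by 1.15 and 1.13 at 48 h and by 2.45 and 2.44 at 72 h. Fructose 1,6-bisphosphatase (Phatr2_23247) rose by 0.92 and 2.50, the phosphofructokinases Phatr2_14284 and Phatr2_55126 by 1.58 and 0.38 at 48 h and by 1.80 and 1.43 at 72 h, and the aldolase Fba3 (Phatr2_29014) by 0.46 and 1.20. The 48 h ratios of Phatr2_55126 and Phatr2_29014 were not called, and under spike-in scaling they turned to -0.09 and -0.04. With averaged probes that of Phatr2_29014 was called (limma, adjusted p = 1.20e-04). Glucose-6-phosphate isomerase (Phatr2_16722) had 0.62 at 48 h, not called (limma, adjusted p = 0.0227) except with the replicate number as a block, with the 6 arrays of 48 h alone or with averaged probes (limma, adjusted p = 0.00626, 0.00753 and 5.05e-04), and 1.34 at 72 h, and phosphoglycerate kinase (Phatr2_14792) 0.87 and 1.67. Among the pyruvate kinases, PK1 (Phatr2_22404) rose by 0.94 and 1.80, and PK4a (Phatr2_45997) by 0.67 and 0.84. PK4b (Phatr2_46001) was called at 72 h only, at 0.91, after 0.41 at 48 h (limma, adjusted p = 0.458), where its 2 probes gave -0.02 and 0.83. With averaged probes PK4b was called at 48 h as well (limma, adjusted p = 7.50e-05). PK6 (Phatr2_55079) fell by 1.91 and 2.40. Under spike-in scaling the 48 h calls of PK4a, at 0.21 (limma, adjusted p = 0.359), and of the GapC2a gene Phatr2_29456, at 0.61 (limma, adjusted p = 0.0104), were lost. Pyruvate orthophosphate dikinase (Phatr2_21988) rose by 1.78 and 2.34 and pyruvate carboxylase PYC1 (Phatr2_30519) by 2.44 ± 0.56 and 4.20 ± 0.19. The phosphoglycerate mutase PGAM_5 (Phatr2_5605) had -0.58 at 48 h, not called, and -3.05 at 72 h. All values given for 72 h were called, the largest adjusted p among them being that of Fba3 (limma, adjusted p = 5.38e-05).

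Of the TCA and glyoxylate cycle genes, 5 could be located, 1 of them up-regulated at 48 h and all 5 at 72 h, with log2 ratios from 0.75 to 1.86 that kept their sign under the scaling alternatives; the largest belong to malate synthase and isocitrate lyase of the glyoxylate cycle. Aconitase hydratase (Phatr2_26290) had 0.23 at 48 h (limma, adjusted p = 0.126), which turned to -0.17 under spike-in scaling, and 0.75 ± 0.08 (SE, n = 3) at 72 h (limma, adjusted p = 1.06e-04). The succinate dehydrogenase subunit SDH2 (Phatr2_52539) had 0.33 (limma, adjusted p = 0.0711) and 0.79 ± 0.08 (limma, adjusted p = 6.58e-05). Its 48 h ratio was called with averaged probes (limma, adjusted p = 0.00194). The dihydrolipoamide succinyltransferase-related protein Phatr2_45557 rose by 0.93 and 1.15. S1 Dataset was held only for its larger 72 h ratios, so genes of the cycle with smaller or negative ratios could not be located unless S2 Dataset lists them. The NADP-dependent malic enzyme Phatr2_51970 rose by 2.37 ± 0.20 and 4.05 ± 0.09 (limma, adjusted p = 7.96e-08 and 3.31e-10).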

A majority of the genes involved in cytosolic glycolysis or gluconeogenesis were up-regulated at 48 h and 72 h in -P cells, whereas transcripts encoding components of the TCA cycle showed little regulation (Fig 5, S1 Dataset); these results are in line with previous studies [7, 34, 45, 53]. Most metabolites of glycolysis/gluconeogenesis and the TCA cycle were unchanged or reduced in -P cells. However, citrate levels increased 30-fold and 20-fold at 48 h and 72 h, respectively (Fig 5, S1 Table). Phosphate limitation leads to citrate accumulation in the fungus *Apergillus niger*; it is speculated that export of citrate from mitochondria to the cytosol is important for its accumulation [54]. 

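The mitochondrial carrier protein Phatr2_46312 had log2 ratios of 1.82 ± 0.34 (SE, n = 3) at 48 h and 3.15 ± 0.31 at 72 h (limma, adjusted p = 1.75e-04 and 8.85e-07), with all 3 -P arrays above all 3 +P arrays at each time point. The +P arrays spread widely, with a log2 intensity of 11.89 ± 0.46 (SD, n = 3) at 48 h and 12.15 ± 0.51 at 72 h. Its difference between the time points, 1.32 ± 0.46, was not called (limma, adjusted p = 0.0262) but was without +P replicate 1 of 72 h, at 1.60 (limma, adjusted p = 0.00684), with spike-in scaling, at 1.56 (limma, adjusted p = 0.00114), and with the replicate number as a block (limma, adjusted p = 3.27e-04). The mitochondrial carrier Phatr2_35625 fell by 1.93 ± 0.09 and 2.96 ± 0.04. For Phatr2_18489, no probes could be located.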

Two genes encoding mitochondrial citrate shuttles (Phatr2_18489 and Phatr2_46312) are transcriptionally induced in our study (Fig 5, S1 Dataset). High citrate concentration can inhibit phosphofructokinase (PFK), the rate-limiting enzyme of glycolysis [55] while inducing fructose 1,6 bisphosphatase [56], which catalyse the opposite reaction. Interestingly, PFK activity was inhibited by P limitation in the diatom *Achnanthes brevipes* [57]. An important regulatory enzyme of glycolysis is 6-phosphofructo-2-kinase/fructose-2,6-bisphosphatase (PFKFB), which produces fructose-2,6-bisphosphate, a potent allosteric activator of PFK. Crystal structures of human and bovine PFKFB2 show that citrate binds to the 2-kinase domain, occupying the fructose-6-P binding site [58]. A protein alignment of human PFKFB2 and the two PFKPB orthologues in *P*. *tricornutum*, P2FK/F2BP1 (Phatr2_17495) and P2FK/F2BP1 (Phatr2_8706), showed that the 2-kinase domain was well conserved (39% identical and 60% similar amino acid residues between human PFKFB2 and *P*. *tricornutum* P2FK/F2BP1, S6 Fig). Furthermore, all four residues interacting with citrate are conserved between human PFKFB2 and *P*. *tricornutum* PFKFBs. Thus, increased citrate levels may induce a metabolic switch from glycolysis to gluconeogenesis during P deficiency in diatoms, at least in the cytosol. Further biochemical characterisation is needed to confirm this hypothesis.

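The PEP carboxykinase gene PEPCK1 (Phatr2_55018) had a log2 ratio of 0.34 ± 0.28 (SE, n = 3) at 48 h (limma, adjusted p = 0.278), where the groups overlapped (exact permutation test, two-sided, p = 0.3) and spike-in scaling gave 0.01. Neither the standard error nor the permutation test uses the slide. On each slide the -P array lay above the +P array, with log2 intensities of 14.72 against 14.33, 15.24 against 14.94 and 15.32 against 15.00. With the replicate number as a block the 48 h ratio was still not called. At 72 h the log2 ratio was 2.25 ± 0.22 (limma, adjusted p = 8.03e-06), from a log2 intensity of 13.70 ± 0.35 (SD, n = 3) in +P and 15.95 ± 0.16 in -P cultures. In +P cultures the level was 14.76 ± 0.37 (SD, n = 3) at 48 h. Between the time points the response differed by 1.91 ± 0.36 (limma, adjusted p = 0.00147).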

To initiate gluconeogenesis, oxaloacetic acid (OAA) from the TCA can be converted to phosphoenolpyruvate (PEP) by PEP carboxykinase, which was up-regulated in 72 h -P cells. Two transcripts of the glyoxylate cycle (malate synthase and isocitrate lyase) were also induced at 72 h (Fig 5). 

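Malate synthase (Phatr2_54478) had a log2 ratio of 1.86 ± 0.31 (SE, n = 3) at 72 h (limma, adjusted p = 5.03e-04). At 48 h its ratio was 0.05 ± 0.47 (limma, adjusted p = 0.7) and turned to -0.23 under spike-in scaling. The log2 intensity in +P cultures was 14.40 ± 0.60 (SD, n = 3) at 48 h and 12.66 ± 0.51 at 72 h, and in -P cultures 14.45 ± 0.55 and 14.52 ± 0.15. Isocitrate lyase (Phatr2_14401), measured by 2 probes, had -0.57 ± 0.55 (SE, n = 3) at 48 h (limma, adjusted p = 0.265) and 1.38 ± 0.40 at 72 h (limma, adjusted p = 0.0091). Its 72 h call was lost after background subtraction with scaling on the 75th percentile (1.24; limma, adjusted p = 0.0208), with a weight of 0.1 for weak spots (limma, adjusted p = 0.0101), and when +P replicate 1, +P replicate 2, -P replicate 2 or -P replicate 3 of 72 h was left out. Without +P replicate 1 the log2 ratio was 1.10 (limma, adjusted p = 0.0397). Neither gene had a called difference between the time points (limma, adjusted p = 0.0153 and 0.0244), whereas spike-in scaling gave 2.23 and 2.39, both called (limma, adjusted p = 0.00106 and 0.00111). With the replicate number, which is also the slide, as a block, both differences were called (limma, adjusted p = 3.37e-04 and 2.19e-05), as was the 48 h ratio of isocitrate lyase (limma, adjusted p = 0.00525). Without +P replicate 1 of 48 h that of malate synthase was called, at 2.14 (limma, adjusted p = 0.00429).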

Their significant up-regulation might be related to the β-oxidation of fatty acids released from the degradation of membrane lipids. Succinate and malate produced in the glyoxylate cycle can enter the TCA cycle.

Glucose-6-P produced from chrysolaminaran degradation and gluconeogenesis can be converted to UDP-glucose by UGPases. UDP-glucose and other UDP-sugars are required for biosynthesis of extracellular polymeric substances (EPS) secreted into the surrounding environment by microalgae including diatoms [59, 60] under nutrient-limiting conditions, especially phosphorus limitation [61–63]. As a result, transcript induction of a cytosolic UDP-glucose-pyrophosphorylase/phosphoglucomutase (UGP/PGM, Phatr2_50445) could promote EPS production, which acts to excrete surplus carbon skeletons from the cell in -P cells. Taken together, these results suggest that phosphorus deprivation leads to reprogramming of the central carbon metabolism, possibly including a switch in the cytosolic carbon flow from glycolysis to gluconeogenesis.

### Lipid remodelling

Several studies have focused on the changes in the fatty acid content of microalgae under phosphorus stress. Generally, an increase in the total fatty acid content of the cells in P-limited cultures has been observed [42, 64]. However in our study, the transcript levels of genes responsible for *de novo* fatty acid biosynthesis (S1 Dataset) as well as free fatty acids levels (S1 Table) were generally unchanged or down-regulated. 

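Of 7 located genes for fatty acid biosynthesis, 5 by a single ratio, 5 were down-regulated and 2 not called at 48 h, and all 7 were down-regulated at 72 h, without a change of sign under the scaling alternatives and with log2 ratios from -3.39 to -2.22. The acetyl-CoA carboxylase ACC2 (Phatr2_55209) had -1.42 at 48 h and -2.56 at 72 h (limma, adjusted p = 7.54e-10 at 72 h), and the enoyl-ACP reductase FABI (Phatr2_10068) had -0.79 and -3.04 (limma, adjusted p = 4.57e-09 at 72 h). The malonyl-CoA:ACP transacylase FABD (Phatr2_37652) had 0.13 at 48 h (limma, adjusted p = 0.234), and the synthase FABB (Phatr2_52648) -0.47 (limma, adjusted p = 0.257), before falling by 2.22 and 2.77 at 72 h. The plastid gene of the acyl carrier protein was the lowest at both time points. S2 Dataset lists only genes with large changes, so genes of the pathway that fell little or stayed unchanged could not be located. The median of the 7 genes moved from -2.56 to -2.39 at 72 h under spike-in scaling.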

Down-regulation of this pathway could be related to the lower cell division rate in -P cells and consequently reduced requirement for fatty acids for membrane lipid synthesis. The discrepancy with other studies, may be attributed to the fact that the duration of our experiment was shorter (3 days) compared with Siron et al. [42] (7 days) and Gong et al. [64] (5 days). Thus, the increase in fatty acid levels could be part of a later response to P deprivation.

Changes in the expression of genes associated with lipid metabolism under P deprivation are shown in Fig 6. 

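The 4 phospholipase genes that could be located were up-regulated at both time points, without a change of sign under the scaling alternatives and with median log2 ratios of 1.11 at 48 h and 1.47 at 72 h. Members with a 72 h ratio under 0.64 could be located only where S2 Dataset lists them as regulated. Unchanged members are thus left out, and the count does not test the family. The first is the phosphatidylinositol-specific phospholipase C-related gene Phatr2_48445, with log2 ratios of 2.52 ± 0.10 (SE, n = 3) at 48 h and 3.44 ± 0.10 at 72 h (limma, adjusted p = 4.70e-09 and 1.09e-10). Its difference between the time points was 0.91 ± 0.14 (limma, adjusted p = 0.00107). Among the alternatives, background subtraction with scaling on the 75th percentile moved its 48 h ratio most, to 2.93. The 72 h ratio moved most under spike-in scaling, to 3.83.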

Of the eleven phospholipase-encoding genes identified in our microarray data, six were up-regulated at 72 h, three remained unchanged, and two were suppressed (S1 Dataset). Most of the up-regulated phospholipase genes encoded phospholipase C (PLC) and phospholipase D (PLD) isoforms, which lead to the release of diacylglycerol (DAG) and phosphatidic acid (PA), respectively. 

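The phospholipase D domain gene Phatr2_46400 had log2 ratios of 1.34 ± 0.11 (SE, n = 3) at 48 h and 1.81 ± 0.06 at 72 h (limma, adjusted p = 1.97e-07 at 72 h). The phospholipase C-like gene Phatr1_52392 rose by 0.88 ± 0.07 and 1.13 ± 0.07, and the phosphoinositide-specific phospholipase C gene Phatr2_49771 by 0.73 ± 0.06 and 1.06 ± 0.12 (limma, adjusted p = 1.11e-06 and 1.76e-05 at 72 h). The 48 h call of Phatr2_49771 was lost under spike-in scaling, at 0.48 (limma, adjusted p = 0.0432).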

The induced *PLC* genes all encode phosphoinositide-specific PLCs, and the reaction generates inositol 1,4,5-triphosphate in addition to DAG [65]. 

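For the inositol polyphosphate 5-phosphatase Phatr2_44344, the log2 ratio was 0.26 ± 0.06 (SE, n = 3) at 48 h, where it was not called (limma, adjusted p = 0.214), and 2.78 ± 0.12 at 72 h (limma, adjusted p = 9.90e-10), with a difference between the time points of 2.52 ± 0.13 (limma, adjusted p = 1.38e-06). For Phatr2_43917 it was 1.12 ± 0.04 and 1.25 ± 0.15 (limma, adjusted p = 2.63e-05 and 1.10e-05), with no called difference (limma, adjusted p = 0.581).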

The successive dephosphorylation of inositol 1,4,5-triphosphate generates myo-inositol; two genes encoding inositol polyphosphate 5-phosphatases (Phatr2_44344 and Phatr2_43917) were also induced. In support of the PLC-mediated breakdown of phosphatidylinositols, increased levels of *myo*-inositol were observed in -P cells at both time points (S1 Table). Two glycerophosphoryldiester phosphodiesterases (GDPEs, Phatr2_32057 and Phatr2_44900) that may be involved in glycerophospholipid metabolism displayed strongly induced expression by P deprivation; the induction of Phatr2_32057 was confirmed by qRT-PCR analysis (S1 Fig). 

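The GDPE Phatr2_44900 had log2 ratios of 3.01 ± 0.24 (SE, n = 3) at 48 h and 4.38 ± 0.23 at 72 h (limma, adjusted p = 2.79e-07 and 4.07e-09), which is 8.06-fold and 20.8-fold. The difference between the time points was 1.37 ± 0.33 (limma, adjusted p = 0.0044), a call that was lost without +P replicate 1, +P replicate 2, -P replicate 2 or -P replicate 3 of 48 h, with 1.23 (limma, adjusted p = 0.0126) in the last case. Phatr2_32057 rose 164-fold at 48 h and 112-fold at 72 h, with a log2 intensity of 17.87 ± 0.15 (SD, n = 3) and 17.78 ± 0.06 in -P cultures, and its difference between the time points, -0.55 ± 0.14, was not called (limma, adjusted p = 0.0251), except with the probes averaged before the fit or the replicate number as a block (limma, adjusted p = 0.00576 and 0.0054).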

GDPEs have been shown to catalyse hydrolysis of glycerophosphodiesters to their corresponding alcohols and glycerol-3-phosphate in both bacteria and plants [66, 67]. Interestingly, deacylation of phosphatidylglycerol by a yet unidentified phospholipase A or lipid acyl hydrolase would produce glycerophosphoglycerol, which was found to be strongly reduced in -P cells at both time points (S1 Table).

**Fig 6:**
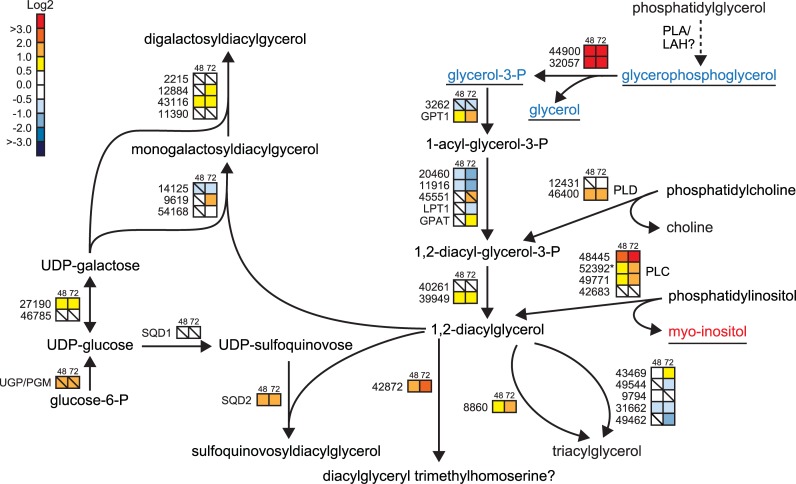
Lipid remodelling in -P cells. Putative enzymes functioning in phospholipid degradation is shown to the right, the triacylglycerol biosynthetic pathway is shown in the middle and non-phosphorus-containing lipid biosynthesis to the left. Coloured squares indicate the regulation pattern of genes after 48 h (left square) and 72 h (right square) of P deprivation, compared with P-replete cultures. Squares with a diagonal line inside indicate no significant difference in expression (P > 0.01). The scale on the right represents gene expression ratio values, log2 transformed. Numbers indicate Phatr2 gene IDs. Metabolites detected are underlined. Red, blue and black text indicates up-, down-, and no regulation of metabolites. The dashed arrow indicates an unidentified enzyme. GPDE, glycerophosphoryldiester phosphodiesterase;; LAH, lipid acyl hydrolase; PLA, phospholipase A; PLC, phospholipase C; PLD, phospholipase D;; UGP/PGM, UDP-glucose pyrophosphorylase/phosphoglucomutase.

In P-deficient environments, *T*. *pseudonana* substitutes phosphatidylcholine with the nitrogen-containing betaine lipid diacylglyceryl carboxyhydroxymethylcholine (DGCC) and phosphatidylglycerol with the sulfolipid sulfoquinovosyldiacylglycerol (SQDG), a feature that also has been observed in other phytoplankton [15, 16]. SQDG is synthesized via the two plastidial enzymes UDP-sulfoquinovose synthase (SQD1) and sulfolipid sulfoquinovosyldiacylglycerol synthase (SQD2). *SQD2* expression increased two-fold when P became deprived; no significant change in expression was observed for *SQD1*. This result is supported by observations made in P-limited *T*. *pseudonana* [7]. Furthermore, enhanced levels of the cytosolic UGP/PGM transcript might also contribute to the biosynthesis of sulfolipids (Fig 6).

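The SQD2 gene (Phatr2_50356) had log2 ratios of 1.08 ± 0.12 (SE, n = 3) at 48 h and 1.05 ± 0.11 at 72 h (limma, adjusted p = 2.73e-05 and 1.32e-05), which is 2.11-fold and 2.07-fold. Its log2 intensity rose from 13.12 ± 0.04 (SD, n = 3) in +P to 14.19 ± 0.20 in -P cultures at 48 h. Across the alternatives the 48 h ratio ranged from 0.92 to 1.08 and the 72 h ratio from 0.95 to 1.25. SQD1 could not be located on the arrays, so its expression was not analysed here.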

The replacement of phospholipids with galactolipids is common in plants [68, 69]. Interestingly, up-regulation of one of the genes encoding monogalactosyldiacylglycerol (MGDG) synthase (Phatr2_9619), two putative digalactosyldiacylglycerol (DGDG) synthases (Phatr2_12884, Phatr2_43116; see S1 Dataset), along with reduction in the metabolite level of galactosyl glycerol (S1 Table), was detected at 72 h. 

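At 72 h, the MGDG synthase Phatr2_9619 had a log2 ratio of 1.02 ± 0.06 (SE, n = 3; limma, adjusted p = 6.75e-06) and the predicted proteins Phatr2_12884 and Phatr2_43116 had 0.83 ± 0.04 and 0.70 ± 0.05 (limma, adjusted p = 4.36e-04 and 7.50e-06). At 48 h, Phatr2_43116 was called at 0.68 ± 0.03 (limma, adjusted p = 9.41e-06). Phatr2_9619 and Phatr2_12884 were not, at 0.31 ± 0.10 and 0.40 ± 0.04 (limma, adjusted p = 0.154 and 0.0935), but both were called when the probes of a gene were averaged before the fit (limma, adjusted p = 0.00627 and 3.96e-05). Between the time points the response of Phatr2_9619 differed by 0.72 ± 0.12 (limma, adjusted p = 0.00545), a call that was lost when every probe had to pass and without any of 7 of the 12 arrays; without -P replicate 3 of 48 h the value was 0.65 (limma, adjusted p = 0.0151). The other 2 genes had no called difference, except Phatr2_12884 when its probes were averaged before the fit, at 0.43 (limma, adjusted p = 0.00105).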

A recent glycerolipidome study of *P*. *tricornutum* also showed increased DGDG levels in P-starved cells; the authors postulated that higher content of DGDG compared to decreased amount of MGDG could contribute to sustain the structure of the photosynthetic membrane [44].

*P*. *tricornutum* might channel DAG from the degradation of phospholipids to betaine lipids. It has been proposed that the up-regulation of several methyltransferases might be correlated to betaine lipid synthesis [7]. Recent studies proposed Phatr2_42872 as a candidate gene involved in biosynthesis of the betaine glycerolipid diacylglyceryl-hydroxymethyl-*N*,*N*,*N*-trimethyl-β-alanine (DGTA) [44, 45]. 

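The methyltransferase with a DUF3419 domain, Phatr2_42872, had log2 ratios of 2.32 ± 0.14 (SE, n = 3) at 48 h and 2.73 ± 0.04 at 72 h (limma, adjusted p = 2.98e-08 and 1.39e-09). As fold changes these are 4.98 and 6.62. The log2 intensity was 13.98 ± 0.15 (SD, n = 3) in +P and 16.30 ± 0.18 in -P cultures at 48 h, and 13.94 ± 0.02 and 16.66 ± 0.06 at 72 h. Spike-in scaling gave the lowest 48 h ratio, 1.98, and the difference between the time points was not called (limma, adjusted p = 0.154).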

Phatr2_42872 was induced in -P cultures (approximately 5- and 6.5-fold at 48 h and 72 h, respectively) (Fig 6). Interestingly, the expression of this gene was repressed under nitrogen deprivation [25].

P starvation has been shown to result in the accumulation of TAGs in several phytoplankton classes, including diatoms [14, 44, 64]. 

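Of the genes placed in the lipid pathways of Fig 6, the glycerol-3-phosphate O-acyltransferase GPT1 (Phatr2_54709) had log2 ratios of 0.60 ± 0.11 (SE, n = 3) at 48 h and 1.15 ± 0.06 at 72 h (limma, adjusted p = 8.63e-04 and 3.60e-06). The predicted protein Phatr2_39949 had 0.52 ± 0.11 and 0.85 ± 0.05 (limma, adjusted p = 0.00101 and 2.24e-05), and the UDP-glucose 4-epimerase Phatr2_27190 had 0.53 ± 0.12 and 0.99 ± 0.05 (limma, adjusted p = 0.00441 and 1.16e-05). The 48 h calls of all 3 were lost under spike-in scaling (limma, adjusted p = 0.0162, 0.0255 and 0.199), and that of Phatr2_27190 also under background subtraction with scaling on the 75th percentile, cyclic loess and the threshold for every probe (limma, adjusted p = 0.0124, 0.0117 and 0.0166), and without +P replicate 2, +P replicate 3 or -P replicate 1 of 48 h, with 0.44 (limma, adjusted p = 0.0179) in the last case. Most genes of the pathway could not be located, and those that could come from the larger 72 h ratios of S1 Dataset.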

No general trend in the expression of genes involved in *de novo* TAG biosynthesis could be observed, although some of the genes in the pathway were induced (Fig 6, S1 Dataset). 

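Of the acyltransferases, PDAT (Phatr2_8860) had a log2 ratio of 0.58 ± 0.09 (SE, n = 3) at 48 h (limma, adjusted p = 3.02e-04), a call that was lost under spike-in scaling (limma, adjusted p = 0.0151). At 72 h the log2 ratio was 1.52 ± 0.05 (limma, adjusted p = 3.48e-08), which is 2.87-fold, and its 5 probes ranged from 1.33 to 1.75. Between 48 h and 72 h the response differed by 0.94 ± 0.10 (limma, adjusted p = 4.47e-04).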

The transcript level of phospholipid:diacylglycerol acyltransferase (PDAT, Phatr2_8860), an enzyme using a phospholipid as an acyl donor for the terminal step of TAG formation, increased 3-fold after 72 h of P deprivation. Phospholipid degradation by PLC and PLD may potentially contribute to TAG accumulation by feeding into the final steps of TAG biosynthesis. In summary, P deprivation-induced lipid remodelling involves several pathways including degradation of different phospholipid classes and biosynthesis of non-phosphorus-containing lipids.

### Comparative transcriptome and metabolite analysis of N and P deprived *P*. *tricornutum*

We recently published a study of transcriptome and metabolite responses to N deprivation in *P*. *tricornutum*, using the same experimental setup as in this study [25]. The transcriptome and metabolite profiles of the N and P deprivation experiments were compared in order to identify similar, opposite and unique (mainly regulated in response to N or P deprivation) regulations.

#### Similar, opposite and unique gene regulation between N- and P-deprived *P*. *tricornutum*

In our comparative analysis, only differentially regulated genes with log2 > 1.0 and P-value < 0.01 were included. Overall, 717 and 1,520 of the differentially regulated genes showed similar regulation between both conditions following 48 h and 72 h of deprivation, respectively (S2 Dataset). 

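For the -P side of this comparison, 698 of the 717 genes that S2 Dataset lists for 48 h and 1140 of the 1520 it lists for 72 h could be located on the arrays. Of these, 695 and 1139 were called here with a log2 ratio of at least 1 in the listed direction. Among the located genes, 182 rose and 516 fell at 48 h, and 548 rose and 592 fell at 72 h. The lists were made by the study from the same arrays, so these counts check the calls and are no independent evidence. The -N arrays belong to another data set and were not analysed here.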

A GO analysis of the dataset showed that genes with similar regulation at 48 h were connected to the central carbon metabolism, porphyrin and chlorophyll metabolism, purine/pyrimidine nucleotide biosynthesis, transcription, amino acid biosynthesis, and translation (S4 Table). In addition to processes with similar regulation at 48 h, several genes related to photosynthesis, carotenoid biosynthesis, signal transduction, and fatty acid biosynthesis were also similarly regulated in 72 h N- and P-deprived *P*. *tricornutum*. The changes in these processes appear to be part of a general phosphorus and nitrogen stress response through decrease of cellular metabolism.

Of the differentially expressed genes, 18 (48 h after deprivation) and 59 (72 h after deprivation) were oppositely regulated in -P and -N experiments (S6A Fig, S2 Dataset). 

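On the -P side, 17 of the 18 genes at 48 h and 42 of the 59 at 72 h could be located, and all were called with a log2 ratio of at least 1 in the listed direction. The highest was the unknown conserved protein Phatr2_47612, with log2 ratios of 7.45 at 48 h and 6.24 at 72 h (limma, adjusted p = 1.72e-10 and 1.75e-10). The lowest was the solute carrier Phatr2_31650, with -3.88 ± 0.10 (SE, n = 3) and -4.36 (limma, adjusted p = 8.18e-05 and 3.28e-04). The PDZ-domain protein Phatr2_43478 fell by 3.62 at 48 h.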

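Among the 42 located genes of the 72 h list, 18 rose and 24 fell in -P cells. The genes for nitrogen transport and assimilation numbered 3, among them the nitrate reductase Phatr2_54983 and the nitrate transporter Phatr2_54101. The cysteine peptidase Phatr2_45795 fell by 3.66 on the log2 scale (limma, adjusted p = 5.29e-10). Phatr2_42872 had the fifth highest log2 ratio of the located genes, after Phatr2_47612, Phatr2_44900, Phatr2_46312 and Phatr2_44344.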

The most notable differences were found at 72 h and included genes related to nitrogen uptake and assimilation, sulfolipid biosynthesis, and the betaine lipid synthase-like enzyme (Phatr2_42872).

A variety of transcription patterns were also unique in -P and -N conditions (S2 Dataset). Many genes were also exclusively regulated following P deprivation (48 h, 368 genes; 72 h, 864 genes) (S6B Fig, S4 Table, S2 Dataset). 

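Of these genes, 345 of 368 at 48 h and 689 of 864 at 72 h could be located. All 345 were called with a log2 ratio of at least 1 in the listed direction at 48 h. At 72 h, 685 were, 2 had a smaller ratio and 2 were not called. Among the located genes, 228 rose and 117 fell at 48 h, and 553 rose and 136 fell at 72 h. Whether these genes responded to N deprivation was not analysed here.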

The most up-regulated genes were connected to phosphorus scavenging. 

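Within the located genes of these lists, the 5 highest log2 ratios at both time points were those of Phatr2_39432, Phatr2_33251, Phatr2_47869, Phatr2_49678 and Phatr2_45757, all described as phosphatases or phosphatase-related proteins. Their adjusted p-values from limma ranged from 1.38e-11 to 2.30e-10 at 48 h and from 2.99e-12 to 2.44e-11 at 72 h.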

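In the lists of genes regulated in -P cells alone, 8 located genes are described as phosphate transporters, cotransporters or symporters or as SPX domain proteins. All 8 were up-regulated at 72 h, and none of the mitochondrial phosphate carriers was listed.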

Of the P_i_ transporters that were up-regulated in -P cells, six P_i_ transporters were exclusively regulated in P-deprived condition. Ribosomal proteins as well as some transcripts associated with nitrogen transport were among the most down-regulated genes in P-deprived cells.

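Among the 50 lowest log2 ratios of the located genes that S2 Dataset lists for 72 h in -P cells alone, 13 belong to ribosomal proteins. That list holds 11 located plastid-encoded and 3 cytosolic ribosomal proteins and 4 genes for nitrogen transport and assimilation. The lowest was the omega-3 fatty acid desaturase PTD15 (Phatr2_41570), with a log2 ratio of -5.31 ± 0.25 (SE, n = 3), followed by GSII (Phatr2_51092). The putative vacuolar transporter chaperone Phatr2_48538 had -4.70 (limma, adjusted p = 0.00697), the choline/ethanolamine kinase Phatr2_46453 -4.65 (limma, adjusted p = 3.21e-12) and the nitrate transporter Phatr2_26029 the next.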

119 and 370 genes were differentially regulated exclusively in 48 h and 72 h N-deprived cultures, respectively. Genes associated to nitrogen assimilation were among the most up-regulated transcripts in N-deprived cells (S6C Fig, S4 Table, S2 Dataset). The most down-regulated genes were less specific, such as some transcripts connected to photosynthesis, pigment biosynthesis, light harvesting complex, and carbon metabolism.

#### Metabolic changes in *P*. *tricornutum* following N and P deprivation

Fig 7 summarizes the comparative metabolic responses of fatty acids, glycerides and organic acids 48 h and 72 h after N and P deprivation, while S7 Fig shows a comparison of all 112 compounds included in the analysis. Amino acid levels decreased under all conditions, similar to what was observed at transcriptome level, indicating reduced biosynthesis of nitrogenous compounds in both -N and -P cells. Similar metabolic shifts were observed for most of the compounds connected to the central carbon metabolism. However, there was a clear difference in the citrate content of cells following N and P deprivation. While the level of citrate was reduced in -N cells, it strongly increased in -P cells (Fig 7). We propose that citrate accumulation could have an inhibitory effect on glycolysis, switching the carbon flow toward gluconeogenesis in P-deprived cells. In -N cells, the reduction in both pigment levels and efficiency of PSII was stronger [25] compared with -P cells. Geider et al. [41] observed similar responses for PSII efficiency in N- and P-deprived *P*. *tricornutum*. The lower amount of carbon fixed through photosynthesis in -N cells would reduce or eliminate the need to excrete surplus carbon; thus, the carbon flow is still directed through glycolysis to the TCA cycle or fatty acid biosynthesis. In support of this interpretation, a recent transcriptome and proteome analysis of N deprivation in *T*. *pseudonana* indicates that glycolysis is induced while gluconeogenesis is repressed [70]. Furthermore, in a metabolome profiling study of 13 diatom strains during N deprivation, only one of these strains showed a strong increase in citrate levels [71].

**Fig 7:**
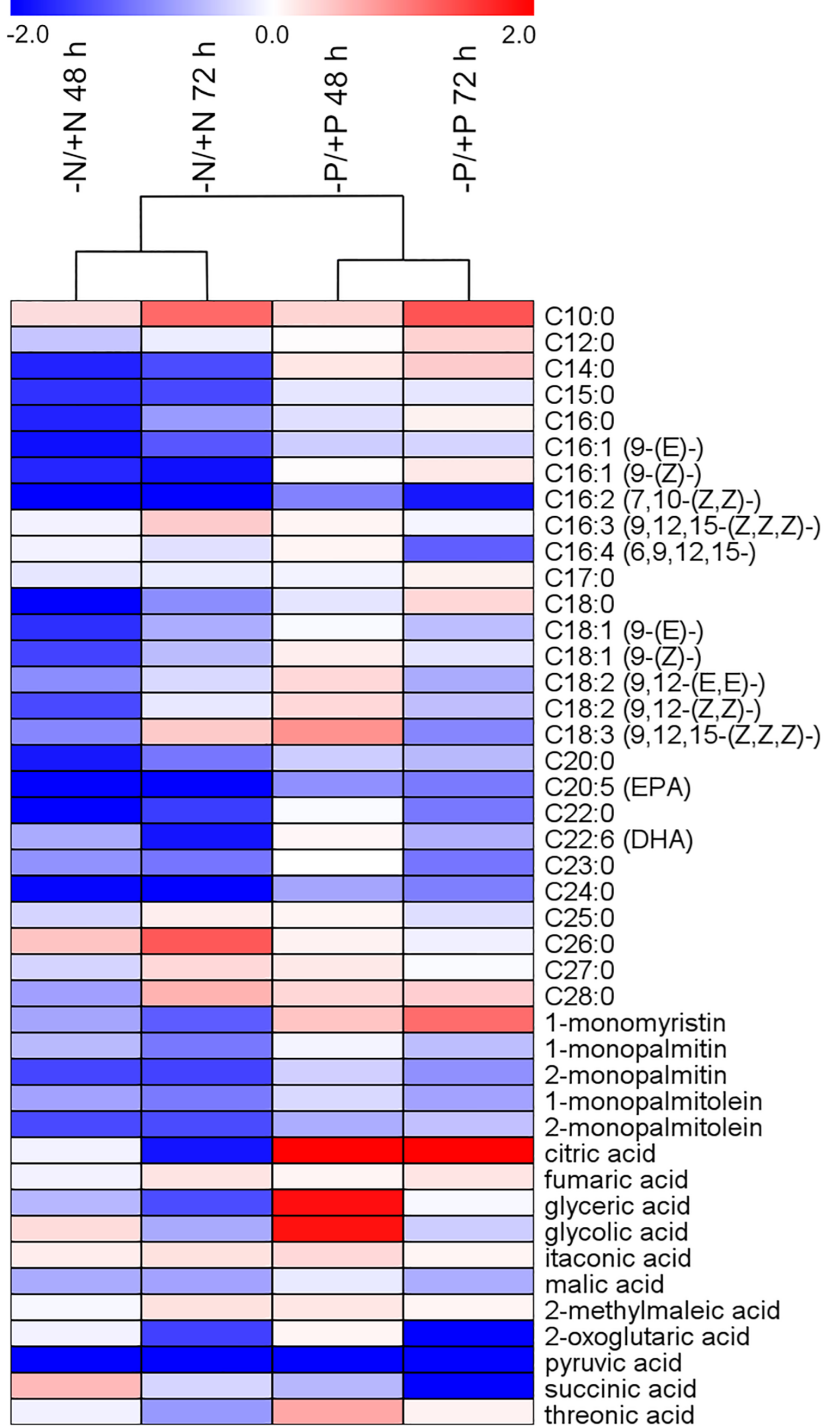
Comparison of the effect of nitrate and phosphate deprivation on fatty acids, glycerides and organic acids. Hierarchical cluster analysis based on mean ratio values, log2 transformed (deprived vs. replete condition at 48 and 72 h; n = 4) from the current P deprivation experiment and a previously published N deprivation experiment [25]. Treatments are depicted in columns while metabolites are represented by rows. Heat map visualization displays differences in metabolite profiles; bluish colours indicate decreased metabolite concentration in deprived compared to the corresponding replete condition, and reddish colours increased metabolite levels (see colour scale).

Metabolic observations of fatty acids also matched their transcriptional regulation in all deprived conditions. As most components of the fatty acid biosynthetic pathway were transcriptionally down-regulated (S1 Dataset), a majority of the fatty acids showed a decrease in their metabolite levels (Fig 7). However, levels of most medium- to long-chain saturated fatty acids (C12:0 to C18:0) were higher in -P cells, possibly connected to the transcript level increase of genes involved in fatty acid β-oxidation at 72 h (S1 Dataset). 

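All 8 located genes for β-oxidation were up-regulated at 72 h, without a change of sign under the scaling alternatives and with log2 ratios from 0.78 to 1.59, whereas 2 were up-regulated and 6 not called at 48 h. The highest at 72 h was the multifunctional fatty acid oxidation complex subunit Phatr2_35240, with 0.52 at 48 h (limma, adjusted p = 0.0418) and 1.59 at 72 h (limma, adjusted p = 1.31e-05). The beta-ketoacyl-CoA thiolase KCT3 (Phatr2_28068) had 0.43 and 1.48, and the acyl-CoA dehydrogenase Phatr2_11014 had -0.12 and 0.99; neither was called at 48 h. The enoyl-CoA hydratase/isomerase Phatr2_11811 was higher at 48 h than at 72 h, with 2.25 and 1.16 (limma, adjusted p = 2.90e-09 and 1.99e-07). Spike-in scaling moved the median of the 8 genes from 1.07 to 1.36 at 72 h. All 8 were located from the larger 72 h ratios of S1 Dataset, which leaves out members that did not rise.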

The comparative metabolic and transcriptional analyses describe the common and specific processes regulating responses of *P*. *tricornutum* to N and P stress.

### Conclusions

*P*. *tricornutum* was used to elucidate physiological and biochemical adaptations to P deficiency in diatoms. Transcriptional profiles of P-deprived and P-replete cultures at 48 h and 72 h were combined with metabolite profiling and physiological measurements. *P*. *tricornutum* displays extensive modification of metabolic pathways under P deficiency, such as increased import and scavenging of organic and inorganic P and reduced photosynthesis. The central carbon metabolism also displays considerable changes, including induction of the oxidative pentose phosphate pathway and strongly increased levels of citrate, which may act in switching the cytosolic carbon flow from glycolysis toward gluconeogenesis. An analysis of lipid metabolism provides possible mechanisms for the substitution of phospholipids with non-phosphorus lipids and the observed accumulation of TAGs in P-deprived cultures. Finally, a comparative analysis of N- and P-deprived *P*. *tricornutum* highlights similar, opposite and unique regulation patterns of both genes and metabolites. This study provides valuable information on diatom responses to P deprivation, and also enables the separation of P-specific and general nutrient stress responses.

## Supporting information

S1 Fig qRT-PCR analysis of gene responses to phosphorus deprivation in *P*. *tricornutum*. Bars represent relative gene expression values (log2 transformed) in–P cultures compared to +P cultures for microarray (n = 3) and qRT-PCR analyses (n = 4). Numbers indicate JGI Phatr2 gene IDs. All expression ratios analysed by qRT-PCR were statistically significant (P < 0.01). *The expression level of Phatr2_39432 in +P cultures was below detection limit in two replicates, both at 48 h and 72 h. 39432, alkaline phosphatase; 23830, high affinity phosphate transporter; 32057, glycerophosphoryl diester phosphodiesterase; 43694, 5'-nucleotidase; PYC2, pyruvate decarboxylase; GSII, glutamine synthetase.
(EPS) Click here for additional data file.

S2 Fig GO analysis of significantly regulated genes after 48 h of phosphate deprivation. The dataset was divided into (A) up- and (B) down-regulated genes and analysed for process GO terms. The 16 most common GO terms are listed, and the rest are referred to as “others”. The number in each section indicates the percentage of hits within that category, and the total number of GO term hits is listed below the diagram.
(EPS) Click here for additional data file.

S3 Fig Venn diagram of oppositely regulated genes in P-deprived *P*. *tricornutum* from Yang *et al*. [34] and this study (48 h and 72 h). (A) Genes down-regulated in this study and up-regulated in Yang et al. (B) Genes up-regulated in this study and down-regulated in Yang et al. Numbers indicate genes that have shared or unique regulation among the three datasets.
(EPS) Click here for additional data file.

S4 Fig GO analysis of oppositely regulated genes in P-deprived *P*. *tricornutum* from Yang et al. [34] and this study. (A) Genes down-regulated after 48 h in this study and up-regulated in Yang et al. (B) Genes down-regulated after 48 h in this study and up-regulated in Yang et al. The 16 most common GO process terms are shown and the rest are referred to as “others”. The number in each section indicates the number of hits within that category.
(EPS) Click here for additional data file.

S5 Fig Protein alignment of human and *P*. *tricornutum* 6-phosphofructo-2-kinase/fructose-2,6-bisphosphatases. Human PFKFB2 (GenBank Acc. no. O60825) and *P*. *tricornutum* PF2K/F2BP1 (Phatr2_17495, GenBank Acc. no. EEC51177) and PF2K/F2BP2 (Phatr2_8706, GenBank Acc. no. EEC51418). Asterisks indicate residues in the human PFKFB2 2-kinase domain interacting with citrate [58]. The red and blue bars indicated the kinase and phosphatase domains, respectively. The PtPF2K/F2BP2 protein sequence was partial, and its coding sequence was extended at the 3’- and 5’-end. The modified coding sequence was supported by ESTs.
(PDF) Click here for additional data file.

S6 Fig Genes differentially expressed during N and P deprivation in *P*. *tricornutum*. (A) Oppositely regulated genes. (B) Genes uniquely regulated by P deprivation. (C) Genes uniquely regulated by N deprivation. The ratios are log2 transformed. Numbers indicate Phatr2 gene IDs. Gene description is provided below the panel.
(EPS) Click here for additional data file.

S7 Fig Hierarchical cluster analysis between N- and P-deprived treatments. Hierarchical cluster analysis based on mean ratio values, log2 transformed (deprived vs. replete condition at 48 and 72 h; n = 4) from the N- and P-experiment. Treatments are depicted in columns while metabolites are represented by rows. Heat map visualization displays differences in metabolite profiles; bluish colours indicate decreased metabolite concentration in deprived compared to the corresponding replete condition, and reddish colours increased metabolite levels (see colour scale).
(TIFF) Click here for additional data file.

S1 Table Tentatively identified algal metabolites based on GC-MS profiling. (DOCX) Click here for additional data file.

S2 Table Genes analysed by qRT-PCR and their respective primers. (DOCX) Click here for additional data file.

S3 Table Concentration of nitrate and phosphate in the medium of +P and -P cultures. (DOCX) Click here for additional data file.

S4 Table GO analysis between N- and P-deprived treatments. (DOCX) Click here for additional data file.

S1 Dataset Transcriptional responses to P deficiency in *P*. *tricornutum*. (XLSX) Click here for additional data file.

S2 Dataset Comparative transcriptome analysis of N deprivation (Alipanah et al., 2105) and P deprivation (this study). (XLS) Click here for additional data file.

# Supplementary material for: Molecular adaptations to phosphorus deprivation and comparison with nitrogen deprivation responses in the diatom Phaeodactylum tricornutum
**Source:** PLoS One. 2018 Feb 23;13(2):e0193335. doi: 10.1371/journal.pone.0193335
**Supplement:** S5 Fig — Human PFKFB2 (GenBank Acc. no. O60825) and P. tricornutum PF2K/F2BP1 (Phatr2_17495, GenBank Acc. no. EEC51177) and PF2K/F2BP2 (Phatr2_8706, GenBank Acc. no. EEC51418). Asterisks indicate residues in the human PFKFB2 2-kinase domain interacting with citrate [58]. The red and blue bars indicated the kinase and phosphatase domains, respectively. The PtPF2K/F2BP2 protein sequence was partial, and its coding sequence was extended at the 3’- and 5’-end. The modified coding sequence was supported by ESTs.

HsPFKFB2 : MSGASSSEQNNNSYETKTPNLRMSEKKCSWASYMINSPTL----- : 40  
PtP2FK/F2BP1 : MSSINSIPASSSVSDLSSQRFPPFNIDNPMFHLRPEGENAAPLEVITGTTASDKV--- : 57  
PtP2FK/F2BP2 : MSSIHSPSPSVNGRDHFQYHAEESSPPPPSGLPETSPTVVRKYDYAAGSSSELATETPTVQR : 60

HsPFKFB2 : -----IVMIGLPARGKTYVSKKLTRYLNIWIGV-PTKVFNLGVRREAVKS : 84  
PtP2FK/F2BP1 : -----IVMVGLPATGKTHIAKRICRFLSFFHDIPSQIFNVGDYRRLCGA : 102  
PtP2FK/F2BP2 : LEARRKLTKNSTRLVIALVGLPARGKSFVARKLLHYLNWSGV-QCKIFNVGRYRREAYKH : 119

HsPFKFB2 : YKSY-----DFFRHNDNEEAMKIRKOCALVALEDVKAYLTEENGQIAVFDATN : 131  
PtP2FK/F2BP1 : QMPA-----DFYDPSNBAGQLARHCACDAALADLI EYMKQDGV RVAAFDATN : 149  
PtP2FK/F2BP2 : VAAA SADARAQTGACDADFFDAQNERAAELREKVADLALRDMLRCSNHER-IAIFDATN : 178

HsPFKFB2 : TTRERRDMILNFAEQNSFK-----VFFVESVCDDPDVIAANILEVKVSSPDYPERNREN : 185  
PtP2FK/F2BP1 : STKARRSHILOVLKASGLGCK----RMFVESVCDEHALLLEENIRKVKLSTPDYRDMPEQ : 205  
PtP2FK/F2BP2 : STDKRRKWLLOECTSPDKRPGKPTGVVFFVESICDDQELLEENIRYKISNSPDFDGM TQQE : 238

HsPFKFB2 : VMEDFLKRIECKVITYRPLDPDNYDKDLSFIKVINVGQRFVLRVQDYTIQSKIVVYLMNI : 245  
PtP2FK/F2BP1 : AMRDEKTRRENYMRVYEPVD----ETDGPHIK-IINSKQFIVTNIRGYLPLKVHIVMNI : 260  
PtP2FK/F2BP2 : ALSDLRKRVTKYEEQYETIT----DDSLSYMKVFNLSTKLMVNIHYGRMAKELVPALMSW : 294

HsPFKFB2 : HVQPTTIYLCRXGESEFNLLGKIGGDSGLSVRCQFAQALRKFLFEQEITDLKVWTSQLK : 305  
PtP2FK/F2BP1 : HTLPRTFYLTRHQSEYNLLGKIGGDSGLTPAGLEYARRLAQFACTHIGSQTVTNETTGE : 320  
PtP2FK/F2BP2 : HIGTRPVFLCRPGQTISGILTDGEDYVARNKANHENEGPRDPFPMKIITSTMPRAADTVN : 354

HsPFKFB2 : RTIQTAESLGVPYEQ-----WKILNEIDAGV : 331  
PtP2FK/F2BP1 : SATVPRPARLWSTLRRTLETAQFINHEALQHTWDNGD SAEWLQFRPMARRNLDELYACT : 380  
PtP2FK/F2BP2 : WLDYEF AIQQMS-----NLNPLLKGD : 375

HsPFKFB2 : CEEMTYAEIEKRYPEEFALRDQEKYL--YRYPGGESYQDLVORLEPVMELERQGNV-LV : 388  
PtP2FK/F2BP1 : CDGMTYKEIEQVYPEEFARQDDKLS--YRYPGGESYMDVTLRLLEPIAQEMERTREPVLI : 438  
PtP2FK/F2BP2 : FAGMELDEIRKKNPSWYERLERNPQTRYVFPGGESYADLVKRLTSVVVIDVEQOVTPTLV : 435

HsPFKFB2 : ISHOAVMRCLLAYFLDKGADELPYLRCPLHTIFKLTTPVAYGCKVETIKLNVEAVNTHRDK : 448  
PtP2FK/F2BP1 : VGHOGILRILYAYFMGLDRNEAPYVSTPLNNVIELTPHAYGCHEKRFCLMRKEEMLNDGQ : 498  
PtP2FK/F2BP2 : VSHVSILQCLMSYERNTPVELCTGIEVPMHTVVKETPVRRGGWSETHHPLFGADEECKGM : 495

HsPFKFB2 : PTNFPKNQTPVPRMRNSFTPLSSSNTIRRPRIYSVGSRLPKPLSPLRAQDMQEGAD : 505  
PtP2FK/F2BP1 : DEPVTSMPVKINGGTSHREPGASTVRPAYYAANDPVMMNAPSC----- : 540  
PtP2FK/F2BP2 : I-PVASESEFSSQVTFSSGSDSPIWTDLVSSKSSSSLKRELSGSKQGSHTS----- : 544

# Supplementary material for: Molecular adaptations to phosphorus deprivation and comparison with nitrogen deprivation responses in the diatom Phaeodactylum tricornutum
**Source:** PLoS One. 2018 Feb 23;13(2):e0193335. doi: 10.1371/journal.pone.0193335
**Supplement:** S1 Table

**S1 Table.** Tentatively identified algal metabolites based on GC–MS profiling. Values represent log2(n) ratios of P-deprived (-P) to P replete (+P) cultures (n = 4) at sampling timepoints 48 h and 72 h. Colour codes indicate concentration fold changes: increase - ◼ 1.20-1.40, ◼ 1.40-1.67, ◼ 1.67-2.00, ◼ >2 fold; decrease - ◼ 1.20-1.40, ◼ 1.40-1.67, ◼ 1.67-2.00, ◼ >2 fold. P-value was calculated using one-way ANOVA.

| **COMPOUND GROUP** | **METABOLITE** | **ratio -P/+P 48 h** | **ratio -P/+P 72 h** | ***p*-value** |
| --- | --- | --- | --- | --- |
| **Alkanes** | C10 | 0.1061 | 0.7500 | *0.0001* |
|  | C11 | 0.1104 | 0.7449 | *0.0001* |
|  | C16 | 0.0558 | 0.4261 | *0.0017* |
|  | C17 | 0.0088 | 0.3766 | *0.0014* |
|  | C18 | 0.1389 | 0.4023 | *0.0010* |
|  | C20 | 0.0423 | 0.5635 | *0.0001* |
|  | C21 | 0.1408 | 0.5578 | *0.0000* |
|  | C22 | 0.0757 | 0.4970 | *0.0002* |
|  | C23 | 0.0533 | 0.5081 | *0.0000* |
|  | C24 | 0.1036 | 0.3948 | *0.0003* |
|  | C26 | 0.0149 | 0.4079 | *0.0003* |
|  | C27 | 0.1029 | 0.4515 | *0.0004* |
|  | C28 | -0.0636 | 0.4580 | *0.0061* |
|  | C30 | 0.0409 | 0.4813 | *0.0193* |
| **Amines** | butylamine | 0.1116 | 0.8087 | *0.0000* |
|  | N-carboxy-methylamine | -0.2455 | 0.3300 | *0.8691* |
|  | *amine1* | -0.3142 | 0.6715 | *0.0011* |
|  | *amine2* | 0.1053 | 0.8215 | *0.0000* |
|  | *amine3* | 0.1037 | 0.8433 | *0.0000* |
|  | *amine4* | 0.1529 | 0.8706 | *0.0000* |
|  | *amine5* | -0.0446 | 0.7539 | *0.0004* |
|  | ethanolamine | -0.7698 | -1.2239 | *0.0000* |
|  | *amine6* | -0.3823 | 0.3939 | *0.0009* |
| **Amino Acids** | alanine | -1.2567 | -2.9113 | *0.0000* |
|  | sarcosine | -0.3212 | -2.1127 | *0.0003* |
|  | *amino acid1* | 0.1497 | 0.6340 | *0.0032* |
|  | *glycine derivate* | -1.6984 | -3.5714 | *0.0001* |
|  | valine | -1.1435 | -3.0184 | *0.0000* |
|  | *amino acid2* | 0.7382 | 2.4715 | *0.0000* |
|  | leucine | -1.0612 | -3.6100 | *0.0000* |
|  | isoleucine | -0.5810 | -3.0246 | *0.0000* |
|  | proline | -0.7221 | -2.8923 | *0.0000* |
|  | glycine | -0.3342 | -1.5645 | *0.0000* |
|  | serine | -1.0892 | -1.6426 | *0.0000* |
|  | threonine | -0.3632 | -0.9533 | *0.0000* |
|  | pyroglutamic acid | -0.5096 | -2.3843 | *0.0000* |
|  | aspartic acid | -1.9214 | -4.8125 | *0.0000* |
|  | asparagine | -1.2289 | -2.2831 | *0.0019* |
|  | glutamic acid | -1.8565 | -4.0457 | *0.0000* |
|  | phenylalanine | -0.4632 | 1.9199 | *0.0000* |
|  | *amino acid3* | -0.4345 | 0.3322 | *0.0000* |

*Table S1 - continued*

| **Amino acids** | glutamine | -2.6788 | -2.5850 | *0.0173* |
| --- | --- | --- | --- | --- |
|  | ornithine | -2.5147 | -4.4666 | *0.0000* |
|  | lysine | -2.8916 | -3.7953 | *0.0000* |
|  | tyrosine | -2.9263 | -2.7480 | *0.0005* |
|  | tryptophan | -3.2974 | -4.4216 | *0.0068* |
| **Fatty Acids** | C7:0 | 0.1758 | 0.9439 | *0.0000* |
|  | C10:0 | 0.3398 | 1.3481 | *0.0018* |
|  | C12:0 | 0.0291 | 0.3756 | *0.6112* |
|  | C14:0 | 0.1985 | 0.4222 | *0.0956* |
|  | C15:0 | -0.1990 | -0.1977 | *0.2238* |
|  | C16:4 (6,9,12,15-) | 0.0845 | -1.2430 | *0.0274* |
|  | C16:3 (9,12,15-(*Z,Z,Z*)-) | 0.0845 | -0.0702 | *0.0004* |
|  | C16:1 (9-(*E*)-) | -0.3960 | -0.3439 | *0.0406* |
|  | C16:2 (7,10-(*Z,Z*)-) | -0.9778 | -1.8056 | *0.0004* |
|  | C16:1 (9-(*Z*)-) | 0.0273 | 0.1828 | *0.1618* |
|  | C16:0 | -0.2450 | 0.1247 | *0.0104* |
|  | C17:0 | -0.0925 | 0.1132 | *0.9198* |
|  | *fatty acid deriv1 (C18)* | 1.6661 | 1.0438 | *0.0169* |
|  | 18:2 (9,12-(*Z,Z*)-) | 0.3081 | -0.4895 | *0.5812* |
|  | C18:1 (9-(*Z*)-) | 0.1322 | -0.2193 | *0.8013* |
|  | C18:3 (9,12,15-(*Z,Z,Z*)-) | 0.8638 | -0.9412 | *0.4513* |
|  | 18:2 (9,12-(*E,E*)-) | 0.2995 | -0.6529 | *0.6365* |
|  | C18:1 (9-(*E*)-) | -0.0416 | -0.5138 | *0.7678* |
|  | C18:0 | -0.2096 | 0.3291 | *0.7261* |
|  | C20:5 (EPA) | -0.8778 | -1.0416 | *0.0081* |
|  | C20:0 | -0.3967 | -0.5485 | *0.5189* |
|  | C22:6 (DHA) | 0.0638 | -0.6126 | *0.7706* |
|  | C22:0 | -0.0247 | -1.0657 | *0.2309* |
|  | C23:0 | 0.0134 | -1.0887 | *0.3921* |
|  | C24:0 | -0.6975 | -1.0066 | *0.0603* |
|  | C25:0 | 0.0845 | -0.2614 | *0.6497* |
|  | C26:0 | 0.1034 | -0.1154 | *0.0043* |
|  | C27:0 | 0.1755 | -0.0324 | *0.2749* |
|  | C28:0 | 0.3178 | 0.3775 | *0.3708* |
| **Glycerides** | 1-monomyristin | 0.4578 | 1.1533 | *0.0037* |
|  | 2-monopalmitolein | -0.6382 | -0.4727 | *0.0047* |
|  | 2-monopalmitin | -0.3739 | -0.8646 | *0.0346* |
|  | 1-monopalmitolein | -0.2950 | -0.7186 | *0.0242* |
|  | 1-monopalmitin | -0.0793 | -0.5033 | *0.2143* |
| **Organic Acids** | pyruvic acid | -2.2902 | -3.7922 | *0.0000* |
|  | glycolic acid | 1.8773 | -0.3997 | *0.0015* |
|  | succinic acid | -0.5549 | -2.7410 | *0.0000* |
|  | glyceric acid | 1.8950 | -0.0525 | *0.0647* |
|  | itaconic acid | 0.2990 | 0.0794 | *0.0065* |
|  | fumaric acid | 0.0845 | 0.2051 | *0.0003* |
|  | 2-methylmaleic acid | 0.1890 | 0.0794 | *0.0002* |
|  | malic acid | -0.1674 | -0.6399 | *0.0066* |

*Table S1 - continued*

| **Organic Acids** | threonic acid | 0.7025 | 0.1052 | *0.0024* |
| --- | --- | --- | --- | --- |
|  | 2-oxoglutaric acid | 0.0845 | -2.0715 | *0.0013* |
|  | 3-deoxy-D-ribo-hexonic acid | 1.0691 | -0.3546 | *0.1128* |
|  | citric acid | 5.0484 | 3.7734 | *0.0001* |
|  | dehydroascorbic ascorbic | 0.5479 | -0.7807 | *0.1192* |
| **Phosphates** | phosphoric acid | -1.1181 | -2.3596 | *0.0001* |
|  | glycerol-3-phosphate | -3.2449 | -5.8076 | *0.0000* |
|  | glycerophosphoglycerol | -4.3862 | -7.0057 | *0.0000* |
|  | *sugar phosphate_A221004* | -2.3180 | -3.9204 | *0.0001* |
|  | fructose-6-phosphate | -0.4503 | -3.3860 | *0.0000* |
|  | glucose-6-phosphate | 0.4948 | -1.5143 | *0.0188* |
|  | *myo*-inositol-2-phosphate | 0.0845 | -2.7909 | *0.0000* |
| **Sterols & Terpenes** | phytol, 2-(*E*)- | -1.1997 | -1.5934 | *0.0000* |
|  | ergosta-4,6,22-triene | -0.1336 | 0.1801 | *0.0191* |
|  | 24-epibrassicasterol | -0.1658 | 0.1807 | *0.2124* |
|  | cholesterol | 0.2100 | -0.6686 | *0.2091* |
|  | ergosta-​7,​22-​dien-​3β-​ol | -0.2191 | 0.0821 | *0.0256* |
|  | campesterol | -3.0366 | -3.1146 | *0.0000* |
| **Sugars & Polyols** | glycerol | -0.5845 | -1.0624 | *0.0000* |
|  | xylose | 0.0845 | -3.2766 | *0.0001* |
|  | arabitol | -0.8393 | 2.1050 | *0.0169* |
|  | fructose | 0.2687 | -0.3049 | *0.1244* |
|  | glucose | 2.1071 | 0.3980 | *0.0001* |
|  | galactose | 1.8708 | 0.4751 | *0.0000* |
|  | *myo*-inositol | 2.2525 | 1.3088 | *0.0000* |
|  | galactosyl glycerol | -0.3744 | -1.6491 | *0.0030* |
|  | sucrose | 0.0845 | 0.3142 | *0.0055* |
|  | *disaccharide1* | 0.0845 | 0.0794 | *0.0000* |
|  | α,α-trehalose | 0.3698 | -0.9055 | *0.0009* |
|  | *disaccharide2* | 0.0428 | 0.3200 | *0.0056* |
|  | maltose | -0.3179 | -0.9537 | *0.0001* |
|  | *disaccharide3* | -0.8750 | -1.0088 | *0.0033* |
|  | galactinol (isomer) | -0.2485 | 1.6597 | *0.0032* |
|  | *trisaccharide1* | -0.8114 | -1.5050 | *0.0005* |
|  | *trisaccharide2* | -0.8318 | -2.5407 | *0.0321* |
| **Others** | NA_A153004 | 0.7061 | 0.1277 | *0.0372* |
|  | NA_A166004 | -2.0233 | -3.8438 | *0.0004* |
|  | NA_A172005 | -2.1720 | -4.2681 | *0.0193* |
|  | NA_A180013 | -1.8327 | -0.9134 | *0.1085* |
|  | NA_A203005 | 1.0299 | -0.6574 | *0.0136* |
|  | α-tocopherol | -0.3780 | -0.5132 | *0.1104* |

# Supplementary material for: Molecular adaptations to phosphorus deprivation and comparison with nitrogen deprivation responses in the diatom Phaeodactylum tricornutum
**Source:** PLoS One. 2018 Feb 23;13(2):e0193335. doi: 10.1371/journal.pone.0193335
**Supplement:** S2 Table

**S2 Table.** Genes analysed by real time qPCR and their respective primers.

| JGI Gene ID | Accession | Description | Orientation | Sequence | Amplicon size (bp) |
| --- | --- | --- | --- | --- | --- |
| Phatr2_39432 | XM_002183333 | PhoD-like phosphatase | forward | TGGCCACCATAGCTTCCTTTGA | 107 |
|  |  |  | reverse | ATTTGTGTTCACCGCACCTACA |  |
| Phatr2_23830 | XM_002184974 | Putatively secreted phosphate transporter | forward | TGACAAACTCGAGCTGTACTGG | 128 |
|  |  |  | reverse | CGGCTGTTTGACGCTTTGCGAT |  |
| Phatr2_32057 | XM_002177287 | Glycerophosphoryl diester phosphodiesterase | forward | TTTGCCAACTGTATGGGTGCAT | 67 |
|  |  |  | reverse | TTACTGCCTTCAACGGCAACAT |  |
| Phatr2_51092 | XM_002182173 | Glutamine synthetase (GSII) | forward | GAAGGTAACGAACTTCGCCTGA | 71 |
|  |  |  | reverse | GGCAACACCGTAGCAAAACTTG |  |
| Phatr2_49339 | XM_002183870 | Pyruvate carboxylase 2 (PYC2) | forward | GTGGAACTCGTTTCTATCCAAG | 116 |
|  |  |  | reverse | CGAATCTCCTAACAAGTTCTGG |  |
| Phatr2_24186 | XM_002185447 | Exportin 1-like protein (XPO1) | forward | TCTATTGTTTGGGCGATGAAGC | 89 |
|  |  |  | reverse | CTTACCGACATTAACCAGCAGT |  |
| Phatr2_28684 | XM_002181523 | u4 tri-snrnp-associated 65 kda protein | forward | AACCTTGATCTTGGCGAGTACG | 100 |
|  |  |  | reverse | GCAACCAAATCGTACTTCTGAC |  |

# Supplementary material for: Molecular adaptations to phosphorus deprivation and comparison with nitrogen deprivation responses in the diatom Phaeodactylum tricornutum
**Source:** PLoS One. 2018 Feb 23;13(2):e0193335. doi: 10.1371/journal.pone.0193335
**Supplement:** S3 Table

**S3 Table.** Time course changes in the medium concentration of nitrate (DIN, NO_3_^-^ + NO_2_) and phosphate (DIP, PO_4_^3-^) in +P and -P cultures 48 and 72 h after P deprivation. Values are means ±SD of four biological replicates.

| **Culture** | **µg PO_4_^3-^ /l** | **µg (NO_3_^-^+NO_2_^-^) /l** |
| --- | --- | --- |
| +P 48 h | 612.77 ± 2.39 | 8797.38 ± 49.23 |
| –P 48 h | 14.28 ± 0.64 | 8929.78 ± 32.32 |
| +P 72 h | 316.99 ± 26.73 | 7550.87 ± 108.79 |
| –P 72 h | 14.00 ± 0.77 | 8799.05 ± 61.49 |

# Supplementary material for: Molecular adaptations to phosphorus deprivation and comparison with nitrogen deprivation responses in the diatom Phaeodactylum tricornutum
**Source:** PLoS One. 2018 Feb 23;13(2):e0193335. doi: 10.1371/journal.pone.0193335
**Supplement:** S4 Table

**S4 Table.** GO analysis of genes differentially expressed during N deprivation [ref] and P deprivation (this study).

| **GO process ID** | **Description** | **Similar regulation** | | | | **Unique regulation N** | | | | **Unique regulation P** | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | Down  48 h | Down  72 h | Up  48 h | Up  72 h | Down  48 h | Down  72 h | Up  48 h | Up  72 h | Down  48 h | Down  72 h | Up  48 h | Up  72 h |
| 0009892, 0000105, 0009098, 0033362, 0006564, 0006526, 0008652 | Amino acid biosynthesis | 11 | 18 | 0 | 2 | 0 | 0 | 0 | 0 | 1 | 2 | 0 | 0 |
| 0009083, 0006572 | Amino acid degradation | 0 | 1 | 1 | 3 | 0 | 0 | 0 | 0 | 1 | 1 | 0 | 1 |
| 0006520 | Amino acid metabolism | 4 | 6 | 0 | 3 | 0 | 0 | 0 | 0 | 2 | 2 | 0 | 2 |
| 0006511, 0006511, 0006508, 0016567 | Protein degradation | 5 | 17 | 7 | 18 | 4 | 5 | 3 | 15 | 2 | 7 | 6 | 18 |
| 0036211 | Protein modification | 1 | 5 | 5 | 10 | 0 | 0 | 0 | 0 | 0 | 1 | 1 | 2 |
| 0006422, 0006412, 0006413, 006436, 0006418, 0006457, 0006415, 0006414 | Protein biosynthesis | 103 | 134 | 2 | 2 | 3 | 7 | 0 | 2 | 6 | 15 | 0 | 3 |
| 0006650 | Glycerophospholipid metabolic process | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 2 | 2 |
| 0006629 | Lipid metabolism | 0 | 0 | 1 | 5 | 0 | 0 | 0 | 0 | 0 | 0 | 2 | 4 |
| 0015979, 0016117, 0006779, 0015995, 0009765 | Pigment biosynthesis and photosynthesis | 5 | 44 | 0 | 5 | 3 | 8 | 1 | 1 | 0 | 2 | 0 | 0 |
| 0042255, 0042254, 0006364 | Ribosome biogenesis and assembly | 28 | 28 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 |
| 0006094, 0009052, 0006098, 0006006, 0006096, 0005975 | Carbohydrate metabolism | 3 | 16 | 3 | 9 | 1 | 3 | 0 | 3 | 0 | 1 | 4 | 10 |
| 0009113, 0009116, 0006189, 0006164, 0006177, 0006221 | Purine/pyrimidine nucleotide biosynthesis | 10 | 11 | 0 | 0 | 0 | 2 | 0 | 0 | 0 | 1 | 0 | 0 |
| 0009166 | Nucleotide catabolism | 0 | 0 | 2 | 3 | 0 | 0 | 0 | 0 | 0 | 0 | 2 | 2 |
| 0006633 | Fatty acid biosynthesis | 0 | 5 | 0 | 0 | 0 | 0 | 0 | 1 | 1 | 2 | 0 | 0 |
| 0006351, 0006396, 0006352, 0006354 | Transcription | 15 | 20 | 0 | 1 | 1 | 1 | 0 | 1 | 2 | 5 | 0 | 3 |
| 0006355 | Regulation of transcription, DNA-templated | 10 | 14 | 7 | 23 | 1 | 3 | 0 | 13 | 4 | 8 | 4 | 10 |
| 0015986 | ATP synthesis coupled proton transport | 0 | 0 | 0 | 3 | 0 | 0 | 1 | 1 | 2 | 0 | 1 | 3 |
| 0051726 | Regulation of cell cycle | 0 | 1 | 1 | 4 | 0 | 0 | 3 | 2 | 1 | 1 | 1 | 3 |
| 0007165 | Signal transduction | 0 | 1 | 1 | 4 | 0 | 0 | 0 | 1 | 0 | 0 | 0 | 1 |
| 0006807 | Nitrogen compound metabolism | 0 | 0 | 3 | 5 | 0 | 0 | 6 | 6 | 2 | 3 | 1 | 1 |
| 0042128 | Nitrate assimilation | 0 | 0 | 0 | 0 | 0 | 0 | 2 | 2 | 0 | 0 | 0 | 0 |
| 0006777 | Mo-molybdopterin cofactor biosynthesis | 0 | 0 | 0 | 0 | 0 | 0 | 2 | 2 | 0 | 0 | 0 | 1 |
| 0006817 | Phosphate transport | 0 | 0 | 0 | 1 | 0 | 0 | 0 | 0 | 0 | 0 | 6 | 6 |
| 0016311 | Dephosphorylation | 0 | 0 | 1 | 3 | 0 | 0 | 0 | 0 | 0 | 0 | 4 | 4 |

How the deposited data were processed for this re-analysis (not part of the article)

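The assay is a one-colour Agilent array, and each result comes from 12 arrays, 3 for each combination of phosphate supply and time point. The authors deposited the scanner's output for every array, in which the mean and median spot intensities are as read, with no background subtracted and no normalization, beside a processed intensity from which the scanner software subtracted background. The authors also deposited a table of intensities, quantile-normalized over the 12 arrays on the linear scale. Every value of that table could be recalculated from the median spot intensities. For the authors' own fit, the methods state no background subtraction, no outlier spots and a lower weight for weak or non-detected spots. They also state quantile normalization, limma with Benjamini-Hochberg adjustment, and a threshold on the mean adjusted p over the probes of a gene. The methods do not say how the ratio of a gene was formed from its probes. They do not name the intensity that was read; of the 72 h log2 ratios of S1 Dataset, 511 of 1997 equal those from the authors' table to 4 decimals, against 10 from the mean intensities. The paper gives background as a share of the mean signal; here the background of an array was between 0.44% and 0.66% of the signal, both averaged over its probes.

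The fit reported here took log2 mean intensities without background subtraction, quantile-normalized over the 12 arrays. Control spots and spots marked as outliers were left out, and spots not well above background had a weight of 0.5. limma (version 3.58.1 in R 4.3.3) fitted the 4 groups to all 43803 probes at once, with -P minus +P at 48 h, the same at 72 h, and the difference between those responses as contrasts, each adjusted over all probes. Tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Limma p-values are two-sided and moderated, and they rest on 3 arrays per group, which an exact permutation test cannot take below 0.1. Where groups of 3 arrays are said not to overlap, 10% of unchanged genes would do so by chance.

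Genes were named by joining S1 Dataset and S2 Dataset to the probes. Of 2572 genes with both ratios printed, 2570 matched a run of consecutive probes within 6e-05 on the log2 scale, and 8 matches arose over 5 rounds of decoy ratios. Genes with 1 printed ratio were placed only between located neighbours, 258 of 285 candidates, with 7.2 chance matches expected. Of 4 qRT-PCR primers that lie within a probe, 2 lie on the gene located by its ratios, and the others gave the 2 reference genes. Because names rest on the authors' ratios, log2 ratios equal to theirs are no independent check, whereas mean signals and adjusted p-values are. In all, 33006 probes (75.4%) belong to a located gene or an unnamed group. Of the located genes, 93.7% have an entry in the reference gene table.

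The main settings, the alternatives, the results to report and the rule for naming genes were written before the data were examined. By that rule the text names each gene that the paper names in its text, S2 Table, Fig 5 or Fig 6 and that could be located, the 1 or 2 most extreme genes of each family, the 5 largest rises and falls at each time point among called genes whose groups do not overlap, and the 5 largest differences between the time points each way. Other genes named in the passages were chosen after their values were seen. Of 24 gene families, 18 were set beforehand by their descriptions and the others after the values were seen. A fold change is given as a lower bound where a probe was below background on all arrays of a group, or saturated on them; the bound allows for the limits of the scan and not for the spread between arrays or for another scaling.

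The alternatives were background-subtracted intensities scaled on the 75th percentile, normexp background correction with an offset of 50, median spot intensities, cyclic loess, scaling on the spike-in RNA, weights of 1 and 0.1 for weak spots, a filter that removed 831 dim probes, probes averaged before the fit, a threshold that every probe must pass, a fit of the 6 arrays of a time point, the replicate number as a block, the authors' normalized table, a test against a log2 ratio of 1, other size filters, and each array left out in turn. Under spike-in scaling the median log2 ratio of all probes was -0.02 at 48 h and 0.34 at 72 h, against 0.03 and 0.02 after quantile normalization.

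Arrays with the same replicate number sit on the same slide. At 48 h their correlations, after the group means were removed, were 0.43, 0.35 and 0.41, and at 72 h 0.30, 0.68 and 0.22, so the replicate number was tried as a block. In simulated arrays, 99.0% of the genes changed by a log2 ratio of 2 were recovered at 48 h, 98.5% at 72 h and 90.0% of the differences between time points. The planned gene set tests were not run, since no annotation of all probes was located here, and neither the GO analysis nor the qRT-PCR measurements were analysed here.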

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

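The tests against other splits of the arrays, and the count of calls kept with an array left out, were chosen only after the result was seen. The tests of scaling, slide, single arrays and dim probes were set beforehand.

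The response differed between 72 h and 48 h for 1206 genes by limma's test of the difference itself. Because the 12 arrays allow few regroupings, 100 exchanges of the time labels within each phosphate level were counted, and 2 gave as many genes as the real labels. The other exchange swaps the time labels of all -P arrays, gives 1930 genes and measures the change over time; without it the most was 1092. Such exchanges also mix arrays of 48 h and 72 h within a group, so that any change over time adds to the spread within it. They test for no effect of time at all, and thus do not decide whether chance differences between arrays caused the count. Splits of the arrays by phosphate speak to the responses themselves. At 48 h 1 of 10 splits and at 72 h 1 of 10, the real one each time, gave as many differentially expressed genes. The real splits gave 1304 and 2337 genes, and every other split gave 0. By rank, however, 10 splits are too few to exclude chance differences between arrays at either time alone. Over both times together, 1 of 100 joint splits, the real one, gave as many genes regulated the same way (2976, against 9 at most in the others), which excludes it.

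Among the genes that the paper names, 21 of 56 stood out because their response differed between the time points by the same test. The 72 h log2 ratio minus the 48 h log2 ratio was -1.82 for glutamine synthetase (Phatr2_51092), -2.03 for PYC2 (Phatr2_49339), 1.37 for the phosphodiesterase Phatr2_44900, -1.32 for CA-III (Phatr2_55029), 1.91 for PEPCK1 (Phatr2_55018) and 2.52 for the inositol polyphosphate phosphatase Phatr2_44344. It was 0.72 for the MGDG synthase Phatr2_9619, 0.94 for PDAT (Phatr2_8860), 0.91 for the phospholipase C-related Phatr2_48445, 0.73 for the lactonase Phatr2_8691, 0.73 for 6PGDH (Phatr2_26934), 1.22 for transaldolase (Phatr2_28222) and -1.03 for the mitochondrial carrier Phatr2_35625. In glycolysis and around it, it was 1.05 for Phatr2_55126, 1.58 for Phatr2_23247, 1.30 for Phatr2_29456, 1.31 for Phatr2_51128, -1.48 for GAPDH_3 (Phatr2_23598), 0.80 for Phatr2_14792, 0.87 for Phatr2_22404 and 1.69 for malic enzyme (Phatr2_51970). The response was larger at 72 h in 20 of the 21; GAPDH_3 is the other.

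The largest differences of all located genes stood out by the same test. They were 5.37 for the Kelch-repeat and malectin-domain protein Phatr2_48253, 5.09 for the unknown protein Phatr2_46597, 4.89 for the Arrestin_C domain protein Phatr2_47758, 3.19 for the conserved unknown protein Phatr2_49729 and 3.01 for the 3-methyl-2-oxobutanoate dehydrogenase Phatr2_9476. On the negative side they were -3.97 for the Low-CO2 inducible protein homologue Phatr2_32401, -3.82 for the ferric-chelate reductase Phatr2_54486, -3.46 for the aldo/keto reductase Phatr2_48862, -3.31 for the RING finger protein Phatr2_45011 (from -3.98 to -2.71 with an array left out) and -3.29 for the fatty acid desaturase Phatr2_46275.

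Of these 31 genes, 28 kept call and sign under spike-in scaling. That scaling raised the difference of every one of them, so it could weaken only the negative differences and does not test the positive ones. Array scaling may carry the calls of the 3 that lost theirs, all negative: Phatr2_51092 (-1.33), Phatr2_55029 (-0.90) and Phatr2_35625 (-0.64). The other negative differences kept call and sign, which argues against array scaling for them. Under cyclic loess and under scaling on the 75th percentile all 31 were kept. All 31 kept call and sign with the slide as a block, but every slide holds 1 array of each group, so the block cannot change a ratio and the test decides nothing. A shift common to the arrays of a slide cancels in this design, while effects of the place on a slide or of the scan of single arrays were not tested. All 31 kept their sign and most of their size whichever array was left out, which excludes a single array as the source of the differences. Their calls were less sturdy: 26 kept the call throughout, while Phatr2_9619 lost it without any of 7 arrays, Phatr2_8691 without any of 5, and Phatr2_44900, Phatr2_14792 and Phatr2_22404 without any of 4 each. No probe below background on all arrays of a group was found in 28 of them. A probe passes that check with 1 array above background, so the check does not exclude signal near the background. The largest positive differences, those of Phatr2_48253, Phatr2_46597 and Phatr2_47758, belong to genes that have such probes. A change over time in the response to phosphate deprivation stays open beside these, and it was not tested separately from the age of the cultures, which differs between the time points as well.

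A further 9 genes stood out because they change strongly and lie outside those the paper discusses. The log2 ratios were 10.43 at 72 h for the phosphatase-related protein Phatr2_33251, -4.88 at 72 h for the non-ribosomal peptide synthase Phatr2_47104, -4.23 at 48 h for the H+ pyrophosphatase Phatr2_15815, -4.36 at 72 h for the solute carrier Phatr2_31650, -5.64 at 72 h for the BRIX homologue Phatr2_21557, -4.65 at 72 h for the choline/ethanolamine kinase Phatr2_46453, -6.33 at 72 h for the fatty acid desaturase Phatr2_46275, -5.68 at 72 h for the PWP2 homologue Phatr2_25666 and -5.31 at 72 h for the omega-3 desaturase Phatr2_41570. In 9 of the 9, every probe changed by more than 1 in the same direction, which excludes single deviating probes. Of the 9, 0 have a probe below background on all arrays of a group. A probe passes that check with 1 array above background, so the check does not exclude signal near the background. For Phatr2_47104 at 48 h the log2 intensity in -P cultures was 6.84, and the alternatives moved its log2 ratio between -5.61 and -4.59. Phosphate supply is the factor that separates the groups, and no biological explanation beyond it was tested.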

How the results depend on the processing

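One alternative was chosen after seeing the data: the authors' normalized table with no spot weights and no outlier exclusion, which gave 1301 genes at 48 h and 2333 at 72 h, against 1304 and 2337. All other alternatives were set beforehand.

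The counts of differentially expressed genes depend on the size filter by construction. Testing against a log2 ratio of 1 left 584 genes at 48 h and 1268 at 72 h, a filter of 0.58 gave 2423 and 3743, and no filter 3328 and 4595. With the filter of 1, the alternatives gave from 1288 to 1475 genes at 48 h and from 2307 to 2742 at 72 h. With an array left out the ranges were 1271 to 1339 and 2319 to 2375.

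Spike-in scaling changed the balance of rises and falls. Up-regulated genes at 48 h fell to 1000 (from 1780), down-regulated genes at 72 h to 1215 (from 2065) and genes up-regulated at both times to 977 (from 1607). The share of called genes that rose was 43.8% at 48 h and 71.0% at 72 h, against 53.5% and 55.1%. This scaling shifts all probes of an array together, but against quantile normalization the genes did not move alike. At 48 h the median log2 ratio of all probes went from 0.03 to -0.02. Phatr2_29456 went from 1.15 to 0.61, PDAT (Phatr2_8860) stayed at 0.58 and Phatr2_39949 went from 0.52 to 0.54. A shared shift alone thus does not account for the change at 48 h. Its cause, and whether it is biological, was not settled. Among the other alternatives these counts stayed within 1.5 times the values reported, from 1493 to 2475, from 1840 to 2466 and from 1361 to 2227. With an array of the time point left out the first of these ran from 1450 to 1626 and the second from 1894 to 1947, and with any array left out the third ran from 1366 to 1597.

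The number of genes whose response differs between the time points rose to 2105 (from 1206) when probes were averaged before the fit; the cause was not tested. The other alternatives gave from 916 to 1783, and with an array left out from 896 to 1172.

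With the replicate number, which is also the slide, as a block, 1783 genes differed between the time points. The block kept every call of a named gene, gained 12 and changed no sign.

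Of the family counts at 72 h, only that of the cytochrome b6-f complex moved by more than 1.5 times. Its up-regulated genes were 0, in place of 1, when every probe had to pass and when only the 6 arrays of 72 h were fitted, and 0 to 1 with an array left out (0 without +P 72 h replicate 2 or 3 or -P 72 h replicate 1 or 3). The gene, petC (Phatr2_46657), has an adjusted p of 0.00507.

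Among 168 values of the named genes (56 genes at 48 h, at 72 h and in the difference), spike-in scaling lost 10 calls and gained 9, background subtraction with scaling on the 75th percentile lost 2, cyclic loess lost 1 and gained 3, the weight of 0.1 lost 1, averaged probes gained 19, and the threshold for every probe lost 2. The fit of the 6 arrays, with 112 such values, gained 1, and, apart from the block, the remaining alternatives changed none. No called value changed sign. Leaving out an array lost 0 to 5 calls and gained 0 to 3.

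Genes of S2 Dataset called here in the listed direction numbered 2923, from 2813 to 2929 under the alternatives and from 2877 to 2912 with an array left out. The gene set tests with their alternatives were not run, because no annotation of all probes was located. Signal limits little: the median signal was 43 to 68.6 times the background and 831 of 43803 probes failed the filter on dim probes. The 3 arrays per group limit most calls near the threshold, such as that of isocitrate lyase (Phatr2_14401).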

Differences from the paper's values

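The comparison of phosphate transporters together with mitochondrial carriers was chosen only after the result was seen, and none of the values computed with the main settings differs from the paper's by the rule set beforehand. That rule is wide, since counts within a factor of 1.5 are taken as the same. It passes 1369 genes down-regulated at both time points against the paper's 1720. The fold changes compared belong to genes located by the paper's own ratios, so they are no independent check.

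The paper states that most genes for light-harvesting complex proteins decreased. Of 7 located genes, 2 were down-regulated and 5 up-regulated at 72 h, and 2 were down-regulated and 2 up-regulated at 48 h. The list is partial and leans toward rising genes.

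The paper states that the TCA cycle was hardly regulated. Leaving aside the glyoxylate cycle, 3 genes were located, and all were up-regulated at 72 h, by 0.75, 0.79 and 1.15 on the log2 scale. This list is partial in the same way.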

Other observations

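The tests of scaling, of cytosolic probes and of matched probes for the ribosomal genes, the tests on the spike-in RNA and the test on the adjusted p-values of S1 Dataset were chosen only after the result was seen.

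Cytosolic and plastid-encoded ribosomal transcripts part between 48 h and 72 h. The median change from 48 h to 72 h was -1.57 for 74 cytosolic and -0.04 for 43 plastid-encoded genes, a difference of -1.52, with interquartile ranges of 0.51 and 0.45. Over all scalings and left-out arrays that difference was nearest to 0 at -1.33, without +P 48 h replicate 3, and since a factor per array moves both sets alike, array scaling is excluded. A signal floor at the plastid-encoded probes is excluded, as 99.4% of them were well above background on all 3 -P arrays at 72 h, and so is saturation, with 0 of 1860 spots saturated. The planned test of the base composition of the probes decided little: 2851 other probes of the same composition that had fallen at 48 h changed by a median of -0.30, nearer to the -0.11 of the plastid-encoded probes than to the cytosolic set, but all other fallen probes changed by -0.26, so composition made little difference among them. A test on the 243 cytosolic ribosomal probes within the range of the plastid-encoded ones (22.8% to 45.0% GC), which changed by -1.56, decides nothing, since they are most of the 274 cytosolic probes and lie higher in that range. Where both sets have probes of equal GC content (35.0% to 45.0%), the cytosolic probes were lower in each of 7 classes, with a difference of -1.46 on average over 63 matched probes and of -1.26 in the class nearest to 0, which excludes base composition. A separate course of plastid and cytosolic ribosomal transcripts remains as a biological hypothesis, found and tested on the same arrays. Whether the labelling reads plastid-encoded and nuclear transcripts alike was not tested, so a technical difference between the sets stays open as well.

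At 72 h the probes stood higher relative to the spike-in RNA in -P cultures, at -1.65 ± 0.14 (SD, n = 3) against -1.96 ± 0.17 in +P cultures, with the spike-in signal taken from the 256 spots well above background on all 12 arrays. Within slides the differences were 0.42, 0.53 and -0.02. The spread between arrays cannot be excluded (exact permutation test, two-sided, p = 0.2). A weaker spike-in signal on the -P arrays is excluded, since it differed by -0.02 on average within a slide. Whether -P cells held more mRNA per unit of total RNA was not tested.

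The adjusted p-values listed in S1 Dataset were set against a fit to the authors' normalized table without spot weights and outlier exclusion, an explanation for the small offsets. It lay closer for 511 of 1997 genes at 72 h and for 904 at 48 h than the fit with weights and exclusion. Against that, its log10 adjusted p-values correlated better with the listed ones, at 0.9999 at both times against 0.9997 at 48 h and 0.9994 at 72 h, and it called 1428 of the 1428 genes listed under the threshold at 48 h, against 1424. The measures point both ways, and the explanation stays open.

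Genes described by iron stress moved in both directions, and were looked at after their values were seen. The iron starvation induced protein ISIP2A (Phatr2_54465) had log2 ratios of -1.54 at 48 h and -4.79 at 72 h, a difference of -3.25 (limma, adjusted p = 8.51e-05), and ISIP1 (Phatr2_55031) had -0.38 and -2.22, a difference that was not called (limma, adjusted p = 0.024). Ferritin (Phatr2_16343) rose by 1.29 and 2.13, the ferric reductases FRE3 (Phatr2_54940) and FRE4 (Phatr2_54409) by 1.39 and 1.13 at 48 h and by 2.17 and 1.39 at 72 h, whereas the ferric-chelate reductase Phatr2_54486 had 0.02 and -3.80. Of the genes that rose, only ferritin had a called difference between the time points (limma, adjusted p = 0.00158). No explanation was tested for them.

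Among the 4913 groups of probes without a gene name, 53 were differentially expressed at 48 h and 371 at 72 h, with log2 ratios between -3.83 and 2.57 at 72 h.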
